# Set2‐mediated H3K36 methylation states redundantly repress the production of antisense transcripts: role in transcription regulation

**DOI:** 10.1002/2211-5463.13226

**Published:** 2021-06-28

**Authors:** Yu‐Chao Mei, Jiangpeng Feng, Fei He, Yu‐Min Li, Yafei Liu, Feng Li, Yu Chen, Hai‐Ning Du

**Keywords:** antisense transcription, H3K36 methylation, Set2

## Abstract

Methyltransferase Set2‐mediated methylation of histone H3 lysine 36 (H3K36), which involves the addition of up to three methyl groups at this site, has been demonstrated to function in many chromatin‐coupled events. The methylation of H3K36 is known to recruit different chromatin effector proteins, affecting transcription, mRNA splicing and DNA repair. In this study, we engineered two yeast *set2* mutants that lack H3K36 mono/dimethylation (H3K36me1/2) and trimethylation (H3K36me3), respectively, and characterized their roles in the production of antisense transcripts under nutrient‐rich conditions. Using our new bioinformatics identification pipeline analysis, we are able to identify a larger number of antisense transcripts in *set2∆* cells than has been published previously. We further show that H3K36me1/2 or H3K36me3 redundantly repressed the production of antisense transcripts. Moreover, gene ontology (GO) analysis implies that H3K36me3‐mediated antisense transcription might play a role in DNA replication and DNA damage repair, which is independent of regulation of the corresponding sense gene expression. Overall, our results validate a coregulatory mechanism of different H3K36 methylation states, particularly in the repression of antisense transcription.

**Abbreviations**
ATE: antisense transcripts enriched
CISs: cryptic initiation sites
CUTs: cryptic unstable transcripts
GO: gene ontology
H3K4: histone H3 lysine 4
H3K36: histone H3 lysine 36
H3K36me1/2: H3K36 mono/dimethylation
H3K36me3: H3K36 trimethylation
NET‐seq: native elongating transcript sequencing
polyA: polyadenylated
RNA-Seq: RNA sequencing
SET: Su(var)3-9, enhancer of zeste and trithorax
SRATs: Set2-repressed antisense transcripts
SUTs: stable unannotated transcripts
WT: wild‐type
XUTs: Xrn1-sensitive unstable transcripts

Antisense transcripts are a class of long noncoding RNAs that originate from the opposite strand of the sense transcripts of protein‐coding genes or non‐protein‐coding genes. Antisense transcripts were discovered in both bacteria [1] and eukaryotes [2]. In the human genome, more than 30% of annotated mRNAs produce antisense transcripts [3]. However, the abundance of antisense transcripts is much lower than that of sense genes due to extensive RNA degradation pathways, which makes them hard to detect. The genomic methods widely developed over the years have allowed researchers to identify numerous novel antisense transcripts and to understand that they generally appear throughout the entire genome of various species [4, 5, 6].

In *Saccharomyces cerevisiae*, antisense transcripts are usually associated with cryptic transcription from cryptic promoters [7]. A large number of cryptic transcription events occur when the transcription complex makes any errors during the transcription process [8, 9, 10, 11]. It has been demonstrated that Set2‐mediated histone H3K36 methylation plays an important role in this process involving mechanisms such as suppressing increased histone acetylation and regulating histone mislocalization, which can inhibit the production of antisense transcripts [12]. Some recent studies have shown that mutations in core proteins associated with transcription processes or chromatin remodelling lead to a change in chromatin structure, and thus, cryptic transcription occurs. For example, a lack of *ISW1* or *IOC4* will cause nucleosome incorrect positioning, making the Rpd3S complex unable to bind to nucleosomes normally, and lead to increase the level of histone acetylation and cryptic transcription [12, 13, 14]. These results imply that Set2‐mediated H3K36 methylation plays an important role in cryptic transcription. Indeed, a novel group of Set2‐repressed antisense transcripts has been identified upon deletion of *SET2* [15]. Recently, DiFiore et al. further revealed roles of different H3K36 methylation states on antisense transcription upon nutrient deprivation [16]. Whether different H3K36 methylation states will impact on the production of antisense transcription genome‐wide under nutrient‐rich conditions remains unclear.

Here, we established two *set2* mutations that specifically lack H3K36me1/2 and H3K36me3. These mutants provide a useful tool to analyse the effect of different methylation states on the production of antisense transcripts, and lead to the identification of a large amount of antisense transcripts repressed by the Set2 protein. Gene expression and GO analyses showed that the expression of these antisense transcripts did not affect the expression of the corresponding sense genes. Moreover, we illustrated that H3K36me1/2 and H3K36me3 methylation showed strong consistency in the expression of antisense transcripts, indicating that a redundant regulatory mechanism occurs. Our study provides further evidence that H3K36 methylation redundantly functions in the production of antisense transcripts under nutrient‐rich conditions.

## Materials and methods

### Yeast strains and plasmids

BY4741 background yeast strains used in this study include wild‐type, *set2∆* expressing pRS415 empty vector (with Leu‐selective marker), *set2∆* expressing *set2*‐Y149F (pRS415 vector) and *set2∆* expressing *set2*‐Y236F (pRS415 vector). 

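SET2 (YJL168C), the gene of the yeast H3K36 methyltransferase, lies on the minus strand of chromosome X from 102227 to 104428 in sacCer3 and encodes 733 residues. Tyr149 is encoded by TAC at 103982 to 103984, within the coding sequence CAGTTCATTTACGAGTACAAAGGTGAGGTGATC (QFIYEYKGEVI), and Tyr236 by TAT at 103721 to 103723, within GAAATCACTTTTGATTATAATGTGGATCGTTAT (EITFDYNVDRY). Read as a check of the strain labels, SET2 RNA was at 29.1 FPKM in the WT and at 0.190 in set2Δ. It was at 253 FPKM in set2-Y149F and at 271 in set2-Y236F, which carry SET2 on a plasmid, or 8.71 and 9.32 times the WT value. LEU2, the marker of pRS415, was at 3209 FPKM in the WT, 6023 in set2Δ, 1775 in set2-Y149F and 1890 in set2-Y236F. The methods give pRS415 for the 3 mutants and no plasmid for the WT, while Fig. 4C labels a WT lane with vector. LEU2 is deleted in BY4741, so LEU2 RNA at this level in the WT argues against a sequenced WT without a LEU2 plasmid. LEU2 RNA thus does not tell the WT from the mutants. HIS3, an auxotrophic marker of BY4741, was at 167, 106, 89.1 and 113 FPKM in the same order. Each value is 1 mean per strain.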

Yeast cells were grown at 30 °C in YPD medium (1% yeast extract, 2% peptone and 2% dextrose) or SD medium (0.67% yeast nitrogen base without amino acids, supplemented with appropriate amino acids and 2% glucose). Set2 mutations were generated by the site‐directed mutagenesis method from Invitrogen.

### Western blotting

Western blot analysis was carried out following the protocol as described previously [17]. The following antibodies were used: anti‐Set2 (homemade 1 : 2000), anti‐G6PDH (Sigma, St. Louis, MO, USA, A9521, 1 : 20 000), anti‐H3 (active motif, 39163, 1 : 10 000), anti‐H3K36me1 (ABclonal, Wuhan, China, A2364, 1 : 1000), anti‐H3K36me2 (ABclonal, A2365, 1 : 5000) and anti‐H3K36me3 (ABclonal, A2366, 1 : 3000).

### mRNA extraction and strand‐specific RNA sequencing

Yeast cells were grown overnight in YPD or SD medium at 30 °C, diluted to an OD_600_ of 0.2 and collected when the OD_600_ reached 0.8. Cells were harvested by spinning down at 3000 r.p.m. for 5 min, and then, the cell pellets were washed with 10 mL sterile water twice. Total RNA was extracted with HiPure Yeast RNA Kit (Magen, Guangzhou, China, R4182‐02). The purity and yield of RNAs were examined by NanoDrop One Spectrophotometer (Gene Company). RNA integrity was examined by agarose electrophoresis.

For preparation of mRNA, 20 μg of total RNA was diluted into 50 μL of DEPC water and incubated with 50 μL of mRNA capture beads as described in the product manual (Vazyme, Nanjing, China, N401‐01). Then, the enriched mRNA was used for strand‐specific library construction by the KAPA Stranded RNA Sequencing (RNA‐Seq) Library Preparation Kit (KAPA, KK8401) through the dUTP method. The libraries were used to generate a total of ˜ 6 GB sequencing data from 75‐bp length single‐end reads using a NextSeq CN500 equipment.

### Identification of antisense transcripts

The reads obtained from each sample were mapped to the yeast genome SacCer3 (https://www.yeastgenome.org/) with tophat (version 2.1.1). For each sample, a BAM file was used for subsequent processing. In *SET2* deletion mutants, the BAM file was divided into forward and reverse strands by bedtools (version 2.29.2). The file contained both the reads of the existing annotated transcripts and the antisense reads in the opposite direction. samtools (version 1.10) was used to filter antisense reads of both forward and reverse strands by SAM flags. The bedtools software was used to obtain the reads of intergenic regions. Finally, the antisense reads from the forward strand, the reverse strand and the intergenic region were merged together to obtain an integrated BAM file. Antisense reads were assembled without reference genome annotation in cufflinks (version 2.2.1). The expression levels of antisense transcripts with a *P*‐value < 0.05 were analysed using the gene annotation file of antisense transcripts by Cuffdiff.

### Differentially expressed genes and gene ontology analysis

Data were analysed in the R (version 3.5.0). Differential expression analysis was done in edger (version 3.30.3). Gene ontology analysis was performed by clusterprofiler (version 3.16.0). Adjusted *P*‐value < 0.05 was used for term ranking and selection. All plots and graph were created using ggplot2 in R.

### Structural remodelling

Set2 protein structure was modelled by I‐TASSER (https://zhanglab.ccmb.med.umich.edu/I‐ TASSER/) [18] using the SETD2 crystal structure in Protein Data Bank (PDB, 5JLB) as a template [19]. modeller was used to model different mutations of Set2, and they were visualized in pymol (version 2.4.1) [16].

### Northern blotting

Northern blot was carried out using stranded‐specific DIG‐labelled probes as described previously [20]. Briefly, pairs of DNA primers were designed, which contain T7 promoter on either the sense strand or the antisense strand, and were utilized for PCR amplification to produce about 500‐bp length DNA templates. An amount of 200 ng DNA template was used to generate DIG‐labelled RNA probe in an *in vitro* transcription reaction with HiScribe T7 High Yield RNA Synthesis Kit (NEB, #E2040S) and digoxigenin‐11 labelled UTP (Roche, Cat. No. 12039672910). The primers used to prepare the riboprobes are listed below: *PSP2*‐F: 5’‐TAATACGACTCACTATAGGA GGTGGCGACGATAAAGCTC‐3’; *PSP2*‐R: 5’‐CAAGGAACCCACTTGCTGGT‐3’; *PPN1*‐F: 5’‐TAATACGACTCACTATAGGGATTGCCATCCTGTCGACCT‐3’; *PPN1*‐R: 5’‐TCCGGTCATGTATCTGA‐3’; *SCR1*‐F: 5’‐TAATACGACTCACTAT AGATGGTTTCGGTGGTGG‐3’; and *SCR1*‐R: 5’‐CGCCAAATTAAACCGCCGAA‐3’.

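PSP2-F, without its T7 promoter, is AGGTGGCGACGATAAAGCTC and matches chromosome XIII of sacCer3 from 238044 to 238063 on the plus strand, and PSP2-R (CAAGGAACCCACTTGCTGGT) matches 238506 to 238525 on the minus strand. Together they span a template of 482 bp from 238044 to 238525, which lies inside PSP2 (YML017W). The promoter is on the primer that reads along the plus strand, which is the strand of PSP2, so the transcribed probe has the sequence of the sense strand. For PPN1 (YDR452W), the part of PPN1-F without the promoter is GATTGCCATCCTGTCGACCT and matches chromosome IV from 1362943 to 1362962 on the plus strand, near the start of the gene. PPN1-R as printed had no exact match in the genome. SCR1, the RNA of the signal recognition particle used as the loading control, lies on chromosome V from 441987 to 442508 on the plus strand. SCR1-R matches it on the minus strand from 442418 to 442437, whereas SCR1-F matched only over its last 14 bases and at 2 places outside SCR1.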

Strand‐specific DIG‐labelled northern blot was carried with 30 μg total RNA. Briefly, the RNA mixed with an equal volume of 2 × RNA loading was denatured at 65 °C for 10 min and allowed to stand on ice for 1 min. Then, it was separated on a 1.2% agarose/formaldehyde (2.2 m) gel running in 1 × MOPS buffer (20 mm MOPS, pH 7.0, 5 mm sodium acetate and 2 mm EDTA in DEPC‐treated water). After separating the RNA, the gel was visualized with ultraviolet light and washed thrice with distilled water to remove formaldehyde. The gel was then rinsed in 20 × SSC (3 m NaCl and 300 mm sodium citrate, pH 7.0) for 15 min twice and transferred to a positive charged nylon membrane. The bolt was cross‐linked under UV for 5 min and prehybridized with 2 mL DIG Easy Hyb Granules (Roche, Roche, Switzerland, Cat. No. 11 796 895 001) at 68 °C for 1 h. The DIG‐labelled RNA probe was added to the buffer after heating at 100 °C for 5 min and incubated at 68 °C overnight. The blots were then washed twice in 2 × SSC and 0.1 × SSC for 15 min. After hybridization and stringency washes, membrane was rinsed briefly for 1‐5 min in washing buffer (0.1 m maleic acid, 0.15 m NaCl, pH 7.5, and 0.3% Tween‐20). The blot was then incubated for 30 min in 10 mL blocking solution and 30 min in 10 mL antibody solution (anti‐digoxigenin‐AP, 1 : 10 000; Roche, Cat. No. 12039672910). After washing twice for 2 × 15 min in washing buffer, the blot was equilibrated in detection buffer (0.1 m Tris/HCl and 0.1 m NaCl, pH 9.5) and CDP‐Star was used to expose the blots in imaging device for 1000 s.

## Results

### Phe/Tyr switch mutations in Set2 generate a tool to distinguish different H3K36me states

In 2003, Xiao et al. demonstrated that the mutation of tyrosine at position 245 to alanine or phenylalanine in SET7/9 would convert the ability of SET7/9 to catalyse the monomethylation of histone H3K4 into dimethylation or trimethylation activity [21]. Protein structural analysis showed that the Phe/Tyr transition at certain sites on some methyltransferases could affect their enzymatic activities [22, 23]. Recently, DiFiore et al. found that the Phe/Tyr switch located in the SET domain of Set2 separates H3K36me states both *in vivo* and *in vitro* [16]. The SET domain, approximately 130 amino acids in length, was named after three *Drosophila* proteins, namely Su(var)3‐9, enhancer of zeste and trithorax, which are characterized by an evolutionarily conserved domain in all eukaryotes [24]. Of note, the SET domain is responsible for the catalytic activity of the SET domain‐containing proteins [24].

Our group independently discovered that engineered Set2 mutants could produce different methylation states of H3K36, which allows us to explore their unique or shared functions. It is noted that the primary sequences of the SET domains between yeast Set2 and human SETD2 proteins are relatively conserved (Fig. S1A). Structural remodelling indicated that the SET domain of yeast Set2 protein is very similar to that of the human SETD2 protein (Fig. S1B). Therefore, the SET domain structure of yeast Set2 protein was utilized to execute structural prediction. Through structural analysis described previously [23], two tyrosine residues (Y149 and Y236) located in the SET domain emerged as key residues impacting H3K36 methylation by altering the SET domain lysine‐binding pocket (Fig. 1A–B). We mutated Y149 and Y236 to phenylalanine, named *set2*‐Y149F and *set2*‐Y236F, respectively, and their catalytic activities were examined *in vivo*. Consistent with previous results [16], the *set2*‐Y149F mutation showed loss of H3K36 dimethylation and decreased H3K36 monomethylation but maintained H3K36me3, whereas the *set2*‐Y236F mutation showed loss of H3K36me3 but maintained H3K36me1/2 (Fig. 1C). Thus, these two Tyr/Phe amino acid switch mutations provide us with a good tool to study the roles of different H3K36 methylation levels in producing antisense transcription.

**Fig. 1:**
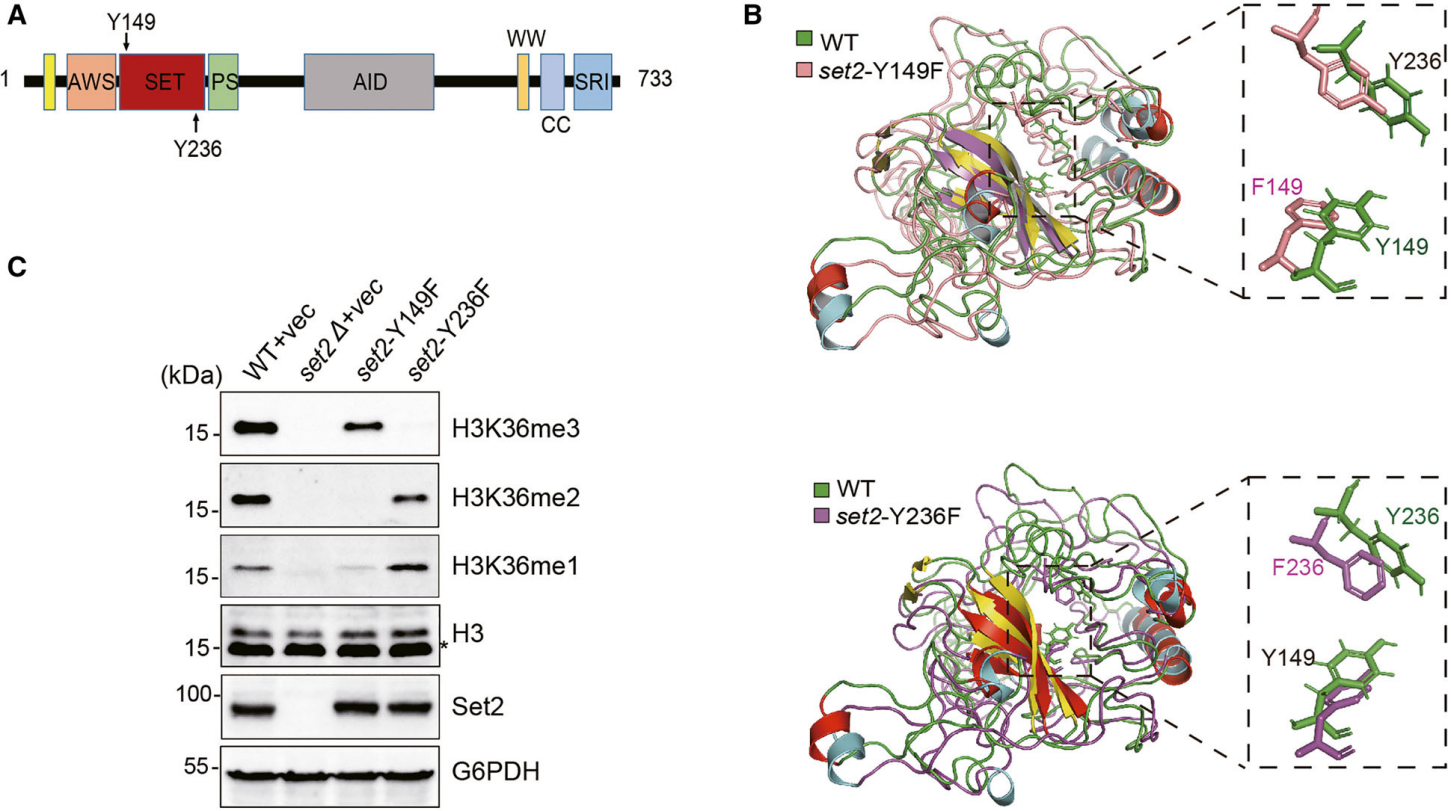
Phe/Tyr switch mutations in Set2 generate a tool to distinguish between different H3K36me states. A, Diagram of the Set2 protein structure with the Y149 and Y236 residues highlighted. AWS, associated with SET, SET, catalytic SET domain; PS, post‐SET; AID, the autoinhibitory domain; CC, coiled‐coiled; SRI, Set2‐Rpb1‐interacting domain. B, Structural comparison of the SET domain of WT Set2 protein (green) with that of the *set2*‐Y149F (pink) or *set2*‐Y236F mutant (purple). The local conformations of Y149 and Y236 that form the Phe/Tyr switch in each structure are highlighted. C, Western blot analysis of the different H3K36 methylation levels in the indicated strains.

### Identification of antisense transcripts repressed by Set2

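Polyadenylated RNA from the WT, set2Δ, set2-Y149F and set2-Y236F strains was sequenced with the strand of origin kept, in 3 libraries per strain and 12 in all, from cultures grown at 30 °C and collected at an OD600 of 0.8. The expression sheet of the authors holds FPKM, fragments per kilobase scaled to sequencing depth, for 6632 annotated rows and 777 antisense transcripts, with 1 mean for each of the 4 strains. Their comparison sheets hold log2 fold changes and p-values of the antisense transcripts against the WT. The submitters' processing notes name Trimmomatic 0.38, TopHat2 2.1.1, HTSeq 0.13.5, Cufflinks 2.2.1, Cuffdiff and the sacCer3 build. No value per library was used here, so the strain means carry no spread of their own and their differences were not tested here; the p-values and standard errors in the authors' deposited tables come from their own comparisons. A gene or transcript is called higher or lower when the means differ at least 2-fold on the scale of log2(FPKM + 1), which understates changes at low levels; the 10th percentile of the non-zero values is 1.11 FPKM. A group of genes is described by its median and by the percentile of that median among 10000 random lists of the same size and expression level. In the antisense part of the expression sheet, the 777 names stood in the order of the set2Δ comparison sheet while the values followed the alphabetical order of the names. With the names as printed, the log2 FPKM ratio of set2Δ to the WT had a correlation of -0.0318 across transcripts with the fold change in the authors' deposited table, and 0.999 with the names in alphabetical order. The alphabetical order was used, and it gave 0.999 for set2-Y149F and 0.998 for set2-Y236F.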

To identify the antisense transcripts produced upon deletion of *SET2*, *set2*‐Y149F or *set2*‐Y236F mutations, total RNA was extracted from the wild‐type (WT) yeast strain and the mutant strains grown in nutrient‐rich medium, and enriched mRNA with polyadenylated (polyA) tails was used to prepare a strand‐specific library. Strand‐specific RNA‐seq was performed. Using our new pipeline, we were able to identify more antisense transcripts than a previous study [15]. It has been shown that 6670 antisense transcripts (GEO: GSE167338) were generated in total 3663 corresponding sense genes upon deletion of *SET2* in our dataset, whereas 1179 antisense transcripts (SRA: SRP089706) were found from total 1001 corresponding sense genes published previously [15] (Fig. 2A). The antisense transcripts enriched (ATE) genes shown in our experiment covered 85.9% of Set2‐repressed candidate antisense transcript (SRAT) genes that were found previously [15] (Fig. 2A). By using our experimental pipeline to reanalyse the previous published dataset (SRP089706) [15], we were able to identify 2476 SRAT‐associated sense genes in *set2Δ* cells, which is 2.4‐fold more than the 1001 SRAT‐associated sense genes that were identified using their pipeline (Fig. 2B). Since the previous study set a selected threshold with twofold changes and a *P*‐value less than 0.05 as parameters to pare down polyA SRAT genes, we decided to use the same parameters to further analyse the ATE genes in our dataset. Based on these criteria, we eventually identified 777 upregulated antisense transcripts and 582 downregulated antisense transcripts (Fig. 2C). In contrast, they found a list of 501 polyA SRAT‐enriched sense genes that are only associated with upregulated antisense transcripts upon loss of Set2 [15]. Among these selected antisense transcripts, there was only 2% overlap of corresponding sense genes between the downregulated antisense transcripts in our data and polyA SRATs reported previously [15] (Fig. 2D), whereas approximately 58% upregulated antisense polyA SRAT‐associated sense genes were found in our data, suggesting the suppressive role of the Set2 protein (Fig. 2E). 

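On the scale of log2(FPKM + 1), the largest antisense differences in set2Δ were over MTR4, RIM15, TDA7 and SCW11. The transcript antisense to MTR4, the gene of the RNA helicase of the nuclear TRAMP complex, was at 0.809 FPKM in the WT and 56.8 in set2Δ, and the longer of 2 antisense to RIM15, a kinase gene of entry into quiescence, was at 2.69 and 73.2. Those antisense to TDA7 and to SCW11, a cell wall glucanase, were at 1.43 and 0.801 FPKM in the WT and at 47.2 and 30.9 in set2Δ. By the ratio of FPKM, those antisense to PMD1 (0.0567 and 7.63 FPKM) and DNF3 (0.112 and 12.8) lay above that of MTR4. All 777 listed transcripts had a higher mean in set2Δ than in the WT, with a median FPKM ratio of 7.82, and 649 were at least 2-fold higher. In the authors' deposited table their log2 fold changes had a median of 2.95 and ran from 0.43 to 7.06, with 5 below 2-fold and 1 p-value of 0.152. The transcripts are antisense to 687 genes on all 16 chromosomes, of which 603 have 1 listed transcript, 78 have 2 and 6 have 3. They are 207 to 4289 bp long, with a median of 871 bp. Of the 774 whose sense gene is in RefSeq, 692 (89.4%) have their 5′ end inside the coding region and 82 downstream of it, at a median position of 70.4% of the way from the start codon to the stop codon. These ends are those of transcripts that the authors assembled from filtered antisense reads, and are not mapped start sites. Long genes were listed more often: 0.506% of the genes with a coding length of up to 630 bp have a listed transcript, and 27.6% of those over 2118 bp. The list was selected by the authors on these libraries, so the difference of set2Δ from the WT over it is not independent evidence, nor, through the shared WT, is that of the point mutants. Scaling every strain to the same antisense median removes that difference by construction, and leaves 63 transcripts at least 2-fold higher and 60 lower.

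**Figure D1:**
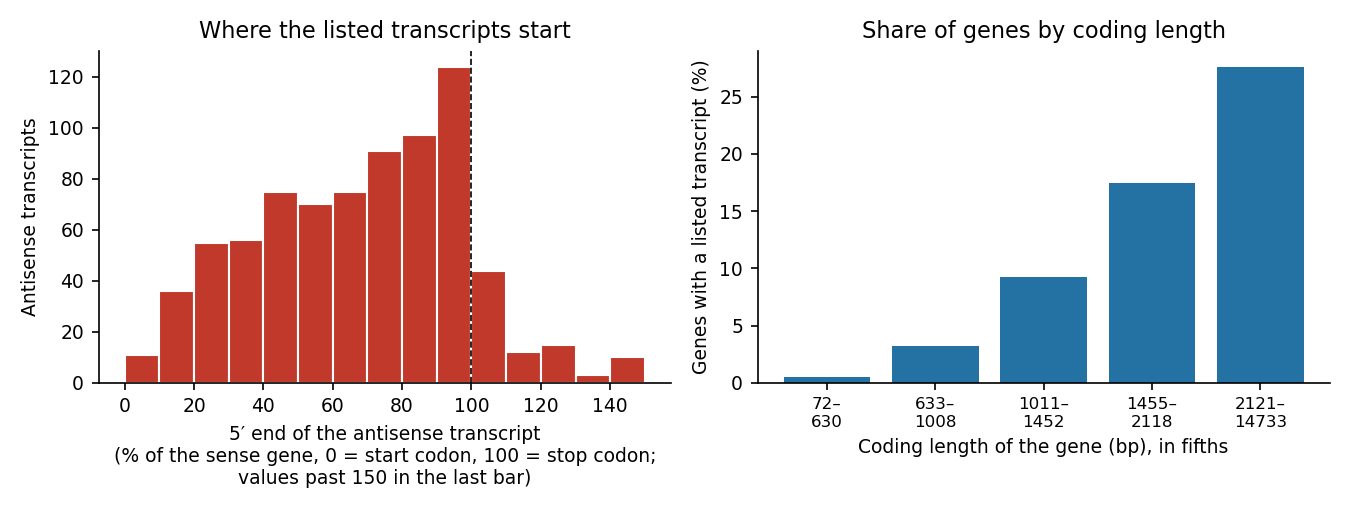
Left, number of antisense transcripts by the position of their 5′ end along the sense gene, in percent of the coding region from start codon to stop codon (dashed line at the stop codon, last bar open to higher values). Right, percent of RefSeq genes with a transcript in the set2Δ list for 5 groups of nearly equal size by coding length in bp, from 0.506% to 27.6%.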

Intriguingly, 457 downregulated antisense transcripts were identified in the published dataset using our experimental pipeline, in which only 27% overlaps with our results showing 582 downregulated antisense transcripts (Fig. 2F). The divergence between those two sets of data needs to be further explored. We assume that downregulation of antisense transcripts is unlikely a direct effect by Set2, based on our results and previous studies [15, 16].

**Fig. 2:**
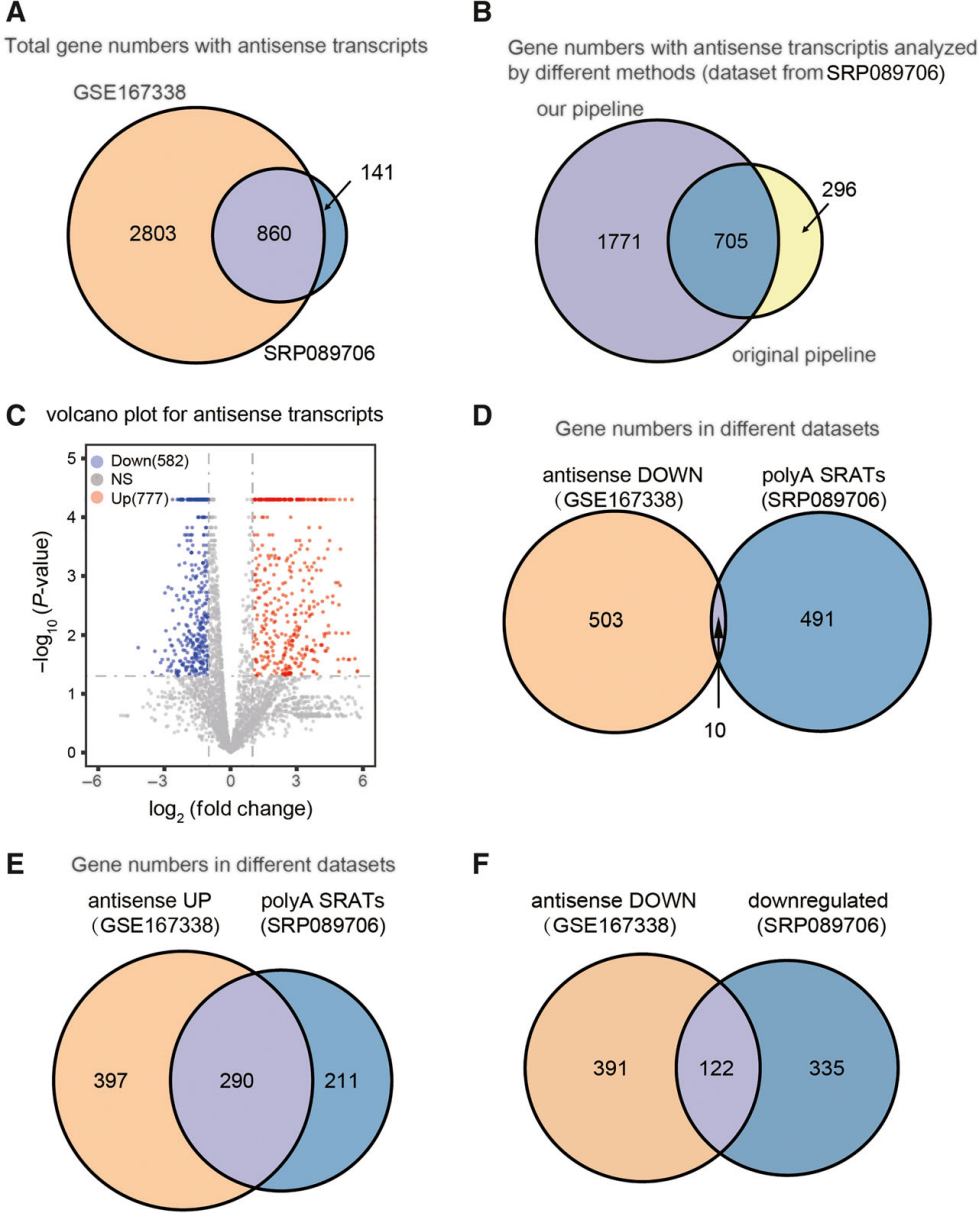
Identification of antisense transcripts repressed by Set2. A, Venn diagram comparison between antisense transcript‐enriched genes in our study (GSE167338) vs. total SRAT‐associated genes (SRP089706) identified previously upon deletion of *SET2*. B, Venn diagram showing the gene numbers with antisense transcripts identified in the dataset SRP089706 that are analysed by different bioinformatics analysis. C, Volcano plot showing the expression profile of the candidate antisense transcripts in the *set2Δ* mutant. Red dots represent significantly upregulated antisense transcripts, and blue dots represent significantly downregulated antisense transcripts. D, E, F, Venn diagram comparison between antisense transcripts (from dataset GSE167338) vs. polyA SRATs (from dataset SRP089706). antisense_down, the downregulated antisense transcript upon loss of Set2 (panel D); antisense_up, the upregulated antisense transcripts upon loss of Set2 (panel E); downregulated: antisense transcripts identified from the published dataset by our experimental pipeline (panel F).

### Antisense transcripts do not affect the expression of the corresponding sense transcripts

Previous studies have shown that certain antisense transcripts affect the transcription events of the corresponding sense genes [25]. Therefore, we wanted to explore whether SRATs could affect the expression of their corresponding sense genes. 

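In set2Δ, the lists of general stress response and flocculation genes had medians above the WT and those of purine and amino acid synthesis below it, with most members of each list within 2-fold. Of 36 general stress response genes, 9 were at least 2-fold higher and 0 lower, among them the heat shock genes HSP26 (log2 difference of 2.56) and HSP12 (1.92) and the catalase gene CTT1 (1.86); the median of the list, 0.57, lay at percentile 100 of random lists. Of 13 flocculation and adhesion genes, FLO1 (1.31), FLO9 (1.17), FIG2 (1.17) and FLO10 (1.04) were 2-fold higher (median 0.64, percentile 99.99). Of 23 genes of purine and one-carbon synthesis, 9 were 2-fold lower, led by SHM2 (-1.52), GCV2 (-1.29) and ADE17 (-1.25), and the median was -0.84 (percentile 0). Amino acid synthesis had 6 of 59 genes 2-fold lower, with ILV5 at -1.48 and SER3 at -1.36 (median -0.52, percentile 0). The 10 histone genes had a median of -0.44 (percentile 0.010), none of them at a 2-fold difference. Among single genes, PUL3 was at 0.328 FPKM in the WT and 22.3 in set2Δ, PGU1 at 0.886 and 14.7 and TKL2 at 0.961 and 11.3, whereas PIR5, a cell wall protein, was at 15.7 and 3.20 and SRY1 at 202 and 53.9. Over the 6632 annotated rows, 191 were at least 2-fold higher in set2Δ and 79 lower. The paper's methods give YPD or SD without saying which strain grew in which, and its results call the medium nutrient-rich, so an effect of the medium on these lists is not separated from that of the mutation. The counts depend on the pseudocount, with 349 and 182 at a pseudocount of 0.1 and 55 and 26 at 10, and on the rows, with 121 and 65 when only those that RefSeq lists are kept.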

We noticed that 290 upregulated genes and 150 downregulated genes were identified in *set2*∆ cells relative to the WT (Fig. 3A). 

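The point mutants shared many of their largest sense differences from the WT on log2(FPKM + 1): the stationary phase gene SPG4 was at 20.1 FPKM in the WT, 284 in set2-Y149F and 297 in set2-Y236F, and the acetate transporter gene ADY2 was at 2.07, 23.2 and 35.2. ILV3 and ILV5, enzymes of branched-chain amino acid synthesis, were lower in both, at 1071 and 445 FPKM in the WT, 230 and 100 in set2-Y149F and 244 and 114 in set2-Y236F. The general stress response genes had medians of 0.83 in set2-Y149F and 0.41 in set2-Y236F, the purine and one-carbon genes -0.75 and -0.80 and the amino acid synthesis genes -0.62 and -0.59, at percentiles of 100, 0 and 0 in both strains. Ribosome biogenesis genes were at -0.54 in set2-Y149F and -0.33 in set2-Y236F (percentile 0 in both) against -0.16 in set2Δ (percentile 4.42). Flocculation genes were at 0.31 in set2-Y149F (percentile 98.7) and 0.03 in set2-Y236F (percentile 62.4), with 0 of 13 at a 2-fold difference in either point mutant. As no strain with wild-type SET2 on the plasmid is named, an effect of the plasmid is not separated from that of the mutations. Against the WT, 237 annotated rows were 2-fold higher and 137 lower in set2-Y149F, and 230 and 124 in set2-Y236F, and 20 were higher and 21 lower in set2-Y149F than in set2-Y236F. At a pseudocount of 0.1 these counts were 380 and 209, 381 and 199, and 83 and 75. At 10 they were 101 and 65, 86 and 59, and 5 and 6. Only rows that RefSeq lists left 11 and 9 between the point mutants. The median sense FPKM was 35.9 in the WT, 33.7 in set2Δ, 33.9 in set2-Y149F and 33.6 in set2-Y236F, with quartiles of 13.8 and 89.7 in the WT and of 14.0 and 83.3 in set2Δ. Across the annotated rows, the correlation of log2(FPKM + 1) was 0.980 between set2Δ and the WT, 0.976 between set2-Y149F and the WT, 0.977 between set2-Y236F and the WT and 0.992 between the point mutants; genes are not independent replicates.

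**Figure D2:**
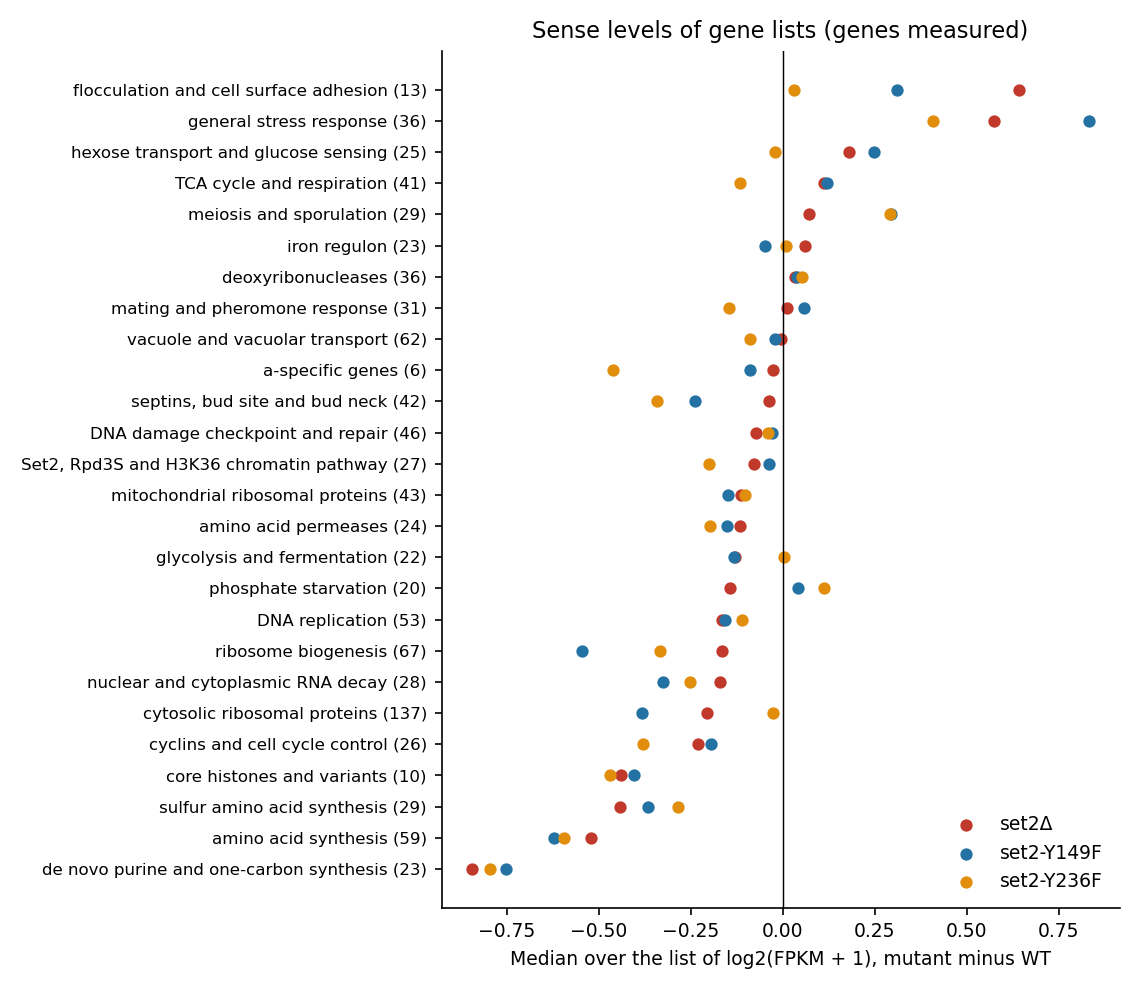
Median of log2(FPKM + 1) in set2Δ, set2-Y149F and set2-Y236F minus the WT for each gene list of at least 6 measured genes, with the number of measured genes in brackets. Purine and one-carbon synthesis lies lowest, between -0.84 and -0.75, and the general stress response highest in set2-Y149F, at 0.83; when the strains are scaled to the same median, the sign changes in all 3 mutants for the vacuole and for DNA damage checkpoint and repair, in set2Δ for septins and a-specific genes, in set2Δ and set2-Y149F for the Set2 and Rpd3S list, in set2-Y149F for the iron regulon, and in set2-Y236F for cytosolic ribosomal proteins and hexose transport.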

The gene density map showed that the gene expression patterns from sense transcripts were very similar between each indicated strain (Fig. 3B). Nevertheless, the altered expression changes of sense genes were not due to the production of corresponding antisense transcripts, as the majority of 687 genes with upregulated SRATs showed very few changes in sense gene expression (8 genes upregulated and 6 genes downregulated) in the *set2∆* strain (Fig. 3C). These data indicated that the expression of SRATs from the antisense strand generally does not affect sense transcription under nutrient‐rich conditions.

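Of the 687 genes with a listed antisense transcript, 676 had sense means within 2-fold of the WT in set2Δ. PCA1, a cadmium-transporting ATPase (sense log2 difference of 1.41), HEF3, a paralog of translation elongation factor 3 (1.27), FIG2 (1.17), GTT2, a glutathione transferase (1.05), and FLO10 (1.04) were higher. SRY1 (-1.88), YLR124W (-1.50), ADE5,7 of purine synthesis (-1.22), YJL213W (-1.15), the hexose transporter gene HXT2 (-1.06) and INP2, the peroxisomal myosin receptor (-1.02), were lower. The middle 90% of the 687 genes lay between -0.55 and 0.58, around a median near 0. Among the other 5945 annotated rows, 186 were 2-fold higher and 73 lower, with a median of -0.08. With genes matched in RefSeq, 5 of 684 were higher, where random lists of the same expression level held 5 to 16 (central 95%, the observed count at percentile 4.12), and 5 were lower, where they held 2 to 10; the median of the 684, -0.04, was at percentile 99.99 of these lists. The random lists were not matched on coding length, which had a median of 2066 bp in the listed genes and 1107 bp in the others. An effect of length on these percentiles is thus not separated. Scaling the strains to the same median gave 7 higher and 4 lower genes, with HXT2 (-0.97) and INP2 (-0.94) no longer at 2-fold. At a pseudocount of 10, 0 genes were higher and 3 lower, and counting only transcripts that cover at least 50% of the gene left 3 and 3.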

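Among the 68 genes with the largest antisense differences on log2(FPKM + 1), 65 had a sense mean within 2-fold of the WT in set2Δ, and FLO10, PCA1 and FIG2, which are 3 of the 5 genes with 2-fold higher sense means, were the others. MTR4, under the largest antisense difference on that scale (log2 of 5.00), was not among the genes with a 2-fold sense difference, and nor were RIM15 (4.33), TDA7 (4.31) and SCW11 (4.15). In these 68 genes the median was 3.35 on the antisense strand and 0.08 on the sense strand. Across the 687 genes, with the antisense transcripts of a gene summed, sense and antisense differences had a correlation of 0.110 (Spearman's rho 0.0816) in set2Δ, 0.0971 in set2-Y149F and 0.0627 in set2-Y236F; genes are not independent replicates, and the set2Δ value was 0.0457 at a pseudocount of 10 and 0.173 with a mean above the median antisense mean, a filter that gave 0.0239 for set2-Y236F. In set2-Y149F, 9 of the genes had a 2-fold higher and 17 a 2-fold lower sense mean, and in set2-Y236F 9 and 10, with INP2, ADE5,7, PLB2 and the cyclin gene CLN1 lower and HEF3 and GTT2 higher in both. Among the 684 matched in RefSeq, the 9 higher genes lay under the 10 to 24 of random lists of the same expression level in each point mutant (percentiles 1.21 and 1.34), and the lower ones within 7 to 20 and 6 to 18; the median was at percentile 48.4 in set2-Y149F and 1.26 in set2-Y236F. These random lists, too, were not matched on coding length. The paper reasons that most of the genes with raised antisense transcripts show little sense change and that the sense changes in set2Δ are therefore not due to these transcripts, and concludes that in rich medium they generally leave sense transcription unaffected.

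**Figure D3:**
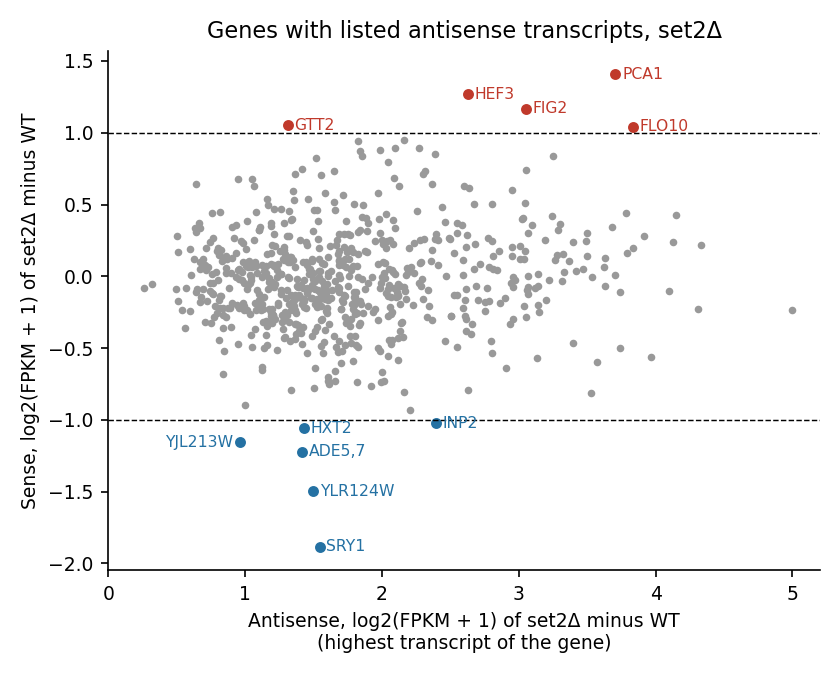
Each point is 1 of the 687 genes with a listed antisense transcript; the x axis gives the largest antisense difference and the y axis the sense difference between the set2Δ and WT means, both as log2(FPKM + 1). The dashed lines mark a 2-fold sense difference, with 5 genes above (red) and 6 below (blue), named.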

**Fig. 3:**
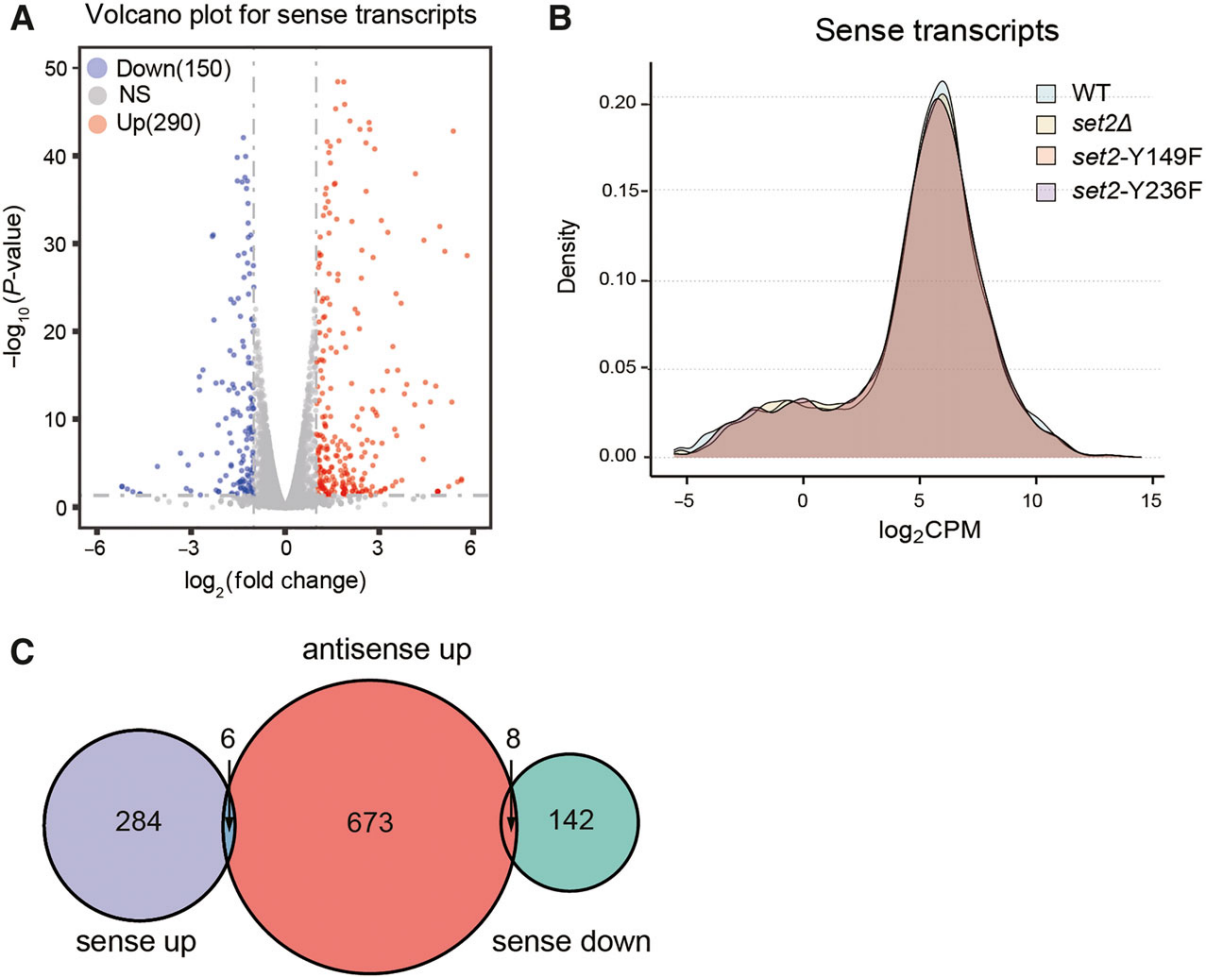
Antisense transcripts do not affect the expression levels of the sense genes. A, Volcano plot showing the expression pattern of sense genes upon deletion of *SET2*. Red dots represent significantly upregulated genes, and blue dots represent significantly downregulated genes. B, Density map showing the gene expression distribution in different mutant strains. Counts per million (CPM) were calculated in the edger software and used to measure gene expression. C, Venn diagram comparison between differentially expressed sense genes and antisense transcripts suppressed by Set2.

We observed the expression levels of a few genes affected by the production of antisense transcripts, in which six corresponding sense genes were upregulated accompanied by upregulation of the antisense transcript (Table 1). 

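PCA1 and its antisense transcript were both highest in set2Δ: the sense mean was 10.8 FPKM in the WT and 30.4 in set2Δ, and the antisense mean 1.41 and 30.5. The antisense transcript of PCA1 lies on chromosome II from 792527 to 796498 on the minus strand and overlaps 3650 bp of the gene, at 12.0 FPKM in set2-Y149F and 9.91 in set2-Y236F. FIG2 (chromosome III, antisense 268287 to 269650) had sense means of 12.7 FPKM in the WT and 29.8 in set2Δ but 12.4 and 9.40 in the point mutants, and antisense means of 0.121, 8.29, 0.695 and 0.576. FLO10-AS (chromosome XI, 646150 to 649088) was as abundant in the point mutants as in set2Δ, at 2.09 FPKM in the WT, 43.1 in set2Δ, 39.3 in set2-Y149F and 37.5 in set2-Y236F, with FLO10 sense at 3.02, 7.29, 5.68 and 5.07. GTT2 likewise had antisense means of 0.561, 2.87, 3.23 and 3.13 FPKM and sense means of 20.5, 43.6, 48.9 and 48.6. HEF3 sense was at 7.20, 18.7, 18.0 and 16.0 FPKM, while its antisense transcript lay between the WT and set2Δ in the point mutants (0.703, 9.52, 4.85 and 3.13). SFL1, a repressor of flocculation genes, had a sense log2 difference of 0.94 in set2Δ, 0.50 in set2-Y149F and 0.46 in set2-Y236F, under antisense means of 2.50, 11.4, 5.74 and 6.46 FPKM. These 6 genes were chosen by the paper on the same libraries.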

Interestingly, the proteins encoded by these genes are related to cell division, cell flocculation and energy metabolism. For example, Fig 2 protein is responsible for maintaining the integrity of the cell wall during cell mating to ensure high mating efficiency [26]. As a cell wall protein, Flo10 directly participates in adhesive cell–cell interactions in the process of flocculation [27]. Sfl1 is involved in cell surface assembly and the regulation of the flocculation process [28]. In addition, 8 corresponding sense genes were downregulated by the upregulated expression of antisense transcripts (Table 2). 

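SRY1 had the largest sense difference of these genes on log2(FPKM + 1), while by the ratio of FPKM that of YLR124W was larger; SRY1 was at 202 FPKM in the WT, 53.9 in set2Δ, 120 in set2-Y149F and 119 in set2-Y236F, and its antisense transcript (chromosome XI, 17659 to 18490, plus strand) was about as abundant in the 3 mutants, at 2.61, 9.52, 10.5 and 9.04 FPKM. ADE5,7 was lower in every mutant, at 430 FPKM in the WT against 184, 168 and 148, with antisense means of 1.32, 5.19, 2.70 and 2.23. INP2 was also lower in all 3, at 11.6 FPKM against 5.21, 4.01 and 4.33, under antisense means of 2.26, 16.1, 8.38 and 11.5. The high-affinity glucose transporter gene HXT2 was at 902 FPKM in the WT, 433 in set2Δ, 1073 in set2-Y149F and 657 in set2-Y236F. Its antisense transcript (chromosome XIII, 288228 to 289458, minus strand) was at 1.23, 4.99, 1.98 and 2.86 FPKM in the same order. CLB6, an S-phase cyclin, was at 2.99 FPKM in the WT and 1.46 in set2Δ, a log2 difference of -0.70, and has a pair of listed antisense transcripts, at 0.357 and 0.804 FPKM in the WT and 2.16 and 4.49 in set2Δ. YJL213W was at 49.9 FPKM in the WT and 21.9 in set2Δ, AVT2, a putative vacuolar transporter, at 15.0 and 7.40, and YLR124W at 2.46 and 0.227. In the authors' deposited table, the antisense log2 fold changes in set2Δ ran from 1.60 for YLR124W to 2.97 for AVT2 among these genes.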

Proteins encoded by these genes are related to the process of cell mitosis and energy metabolism. For example, Clb6 can interact with Cdc28 to regulate the G1/S process during mitosis [29]. Glucose transporter encoded by *HXT2* plays an important role in energy metabolism [30]. These results suggested that antisense transcripts might cross talk with the sense strand to regulate gene expression through some unknown mechanism, which is of particular interest to be explored in the near future.

**Table 1:** Upregulated sense genes with the upregulation of antisense transcripts.

Gene name	log_2_FC	*P*‐value	Antisense transcripts	log_2_FC	*P*‐value
*FIG2*	1.22	6.47E−34	chrIII_268287_269650	6.08	1.25E−54
*FLO10*	1.26	2.11E−22	chrXI_646150_649088	4.35	4.98E−191
*GTT2*	1.08	1.94E−17	chrXII_21160_21867	2.33	1.90E−14
*HEF3*	1.37	1.66E−35	chrXIV_607466_608421	3.70	6.04E−36
*SFL1*	1.03	2.06E−14	chrXV_587861_589241	2.19	1.84E−24
*PCA1*	1.48	6.05E−51	chrII_792527_796498	4.41	1.33E−140

**Table 2:** Downregulated sense genes with the upregulation of antisense transcripts.

Gene name	log_2_FC	*P*‐value	Antisense transcripts	log_2_FC	*P*‐value
*AVT2*	−1.03	2.63E−14	chrV_30251_31501	2.97	2.74E−30
*ADE5,7*	−1.23	5.40E−37	chrVII_56171_57183	1.96	3.14E−10
*CLB6*	−1.04	6.77E−05	chrVII_706126_706667	2.60	8.40E−12
*CLB6*	−1.04	6.77E−05	chrVII_705368_706105	2.50	6.52E−15
*YJL213W*	−1.20	1.67E−28	chrX_31954_33105	2.25	8.46E−12
*SRY1*	−1.91	1.18E−67	chrXI_17659_18490	1.87	1.22E−14
*YLR124W*	−3.34	7.80E−07	chrXII_391411_393246	1.60	5.78E−27
*HXT2*	−1.07	1.81E−08	chrXIII_288228_289458	1.98	2.45E−14
*INP2*	−1.17	4.04E−17	chrXIII_584350_585354	2.83	6.67E−25

### Different H3K36 methylation states showed shared roles in repressing antisense transcription

Next, we attempted to determine the expression differences of antisense transcripts in the *set2*‐Y149F and *set2*‐Y236F mutants. 

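Transcripts antisense to FLO10, THI72, RIM15 and DOA4 stood among the largest differences from the WT on log2(FPKM + 1) in both point mutants. That antisense to THI72, a thiamine transporter gene, was at 1.20 FPKM in the WT, 27.0 in set2-Y149F and 28.5 in set2-Y236F, and that antisense to DOA4, a deubiquitinase gene, at 1.37, 15.7 and 17.6. The longer RIM15 antisense transcript was at 28.9 FPKM in set2-Y149F and 34.0 in set2-Y236F. That antisense to FLR1, a multidrug transporter gene, was at 2.50 FPKM in the WT, 26.4 in set2-Y149F and 21.3 in set2-Y236F. Of the 777 transcripts of the set2Δ list, 753 had a higher mean than the WT in set2-Y149F and 751 in set2-Y236F, with median FPKM ratios of 3.17 and 3.20; the list was selected against the same WT libraries, which favours low WT values in these comparisons too. At least 2-fold higher on the scale of log2(FPKM + 1) were 262 in each strain, and 0 were lower. At a pseudocount of 0.1, 543 were higher in set2-Y149F and 547 in set2-Y236F; scaling the strains to the same antisense median left 39 higher and 41 lower in set2-Y149F and 35 and 38 in set2-Y236F. In the authors' deposited table, the median log2 fold change was 1.95 over the transcripts listed for set2-Y149F, antisense to 501 genes, and 1.93 over those listed for set2-Y236F, antisense to 470 genes.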

Applying the same cut‐off as described earlier, we obtained 553 upregulated antisense transcripts in *set2*‐Y149F, which represents H3K36me3, and 517 upregulated antisense transcripts in *set2*‐Y236F, which represents H3K36me1/2 (Fig. 4A). 

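The transcripts antisense to FLO10, RIM15, THI72, PCA1 and PSP2 were listed for both point mutants, whereas that antisense to PPN1 was in neither list. On log2(FPKM + 1), 217 of the 262 transcripts that were 2-fold higher in each point mutant were shared, which is 82.8% of either set and 70.7% of the union. Independent sets of these sizes would share 88.3 transcripts. The number shared was 494 at a pseudocount of 0.1, 11 at a pseudocount of 10 and 28 with each strain scaled to the same antisense median. The authors' deposited tables for the point mutants overlap in 86.1% of the transcripts of set2-Y149F, 92.1% of those of set2-Y236F and 80.1% of the union, and independent lists of those sizes drawn from the 777 would share 368. All of the listed transcripts of either point mutant are in the set2Δ list, and 183 of the 777 are in neither. The authors' sheets hold values for no other antisense transcript. Transcripts raised in a point mutant but outside the set2Δ list could therefore not be seen here. Both comparisons use the same WT libraries: in 1000 simulations of unchanged mutants against a shared WT, the calls overlapped in 2.45 transcripts on average and in 8 at most. The simulations leave out that the 777 transcripts were selected against this WT, and so understate the calls that unchanged mutants would share over the list. The covariance of the log2 FPKM ratios to the WT was 0.865 between the point mutants and 0.204 in the simulations, a difference of 0.662. How the selection, or unequal noise of the WT and the mutants, changes the simulated covariance was not examined.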

A total of 476 antisense transcripts were upregulated in both mutant strains, and the overlap between them reached over 90% (Fig. 4A). 

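PPN1 (YDR452W), a vacuolar polyphosphatase gene, and PSP2 (YML017W), which encodes an RNA-binding protein, both carried an antisense transcript that was highest in set2Δ, intermediate in the point mutants and lowest in the WT. PPN1-AS was at 13.8 FPKM in the WT, 60.0 in set2Δ, 26.2 in set2-Y149F and 27.4 in set2-Y236F, or 4.36, 1.90 and 1.99 times the WT value. PSP2-AS was at 12.9, 107, 37.2 and 41.0 FPKM, or 8.28, 2.88 and 3.17 times the WT value. Relative to set2Δ, PPN1-AS reached 43.6% in set2-Y149F and 45.6% in set2-Y236F, and PSP2-AS 34.8% and 38.3%. PPN1 sense was far more abundant than its antisense transcript in every strain, at 219, 206, 218 and 259 FPKM. At PSP2 the antisense FPKM exceeded the sense FPKM in the 3 mutants, where sense means were 25.2, 21.0 and 16.0 FPKM against 31.2 in the WT. The program behind the sense values is not given, so whether sense and antisense FPKM share a scale is not known. PPN1 lies on the plus strand of chromosome IV from 1362878 to 1364902 (2025 bp); its antisense transcript, from 1362195 to 1364695 on the minus strand (2501 bp), starts inside the gene, covers 89.8% of it and ends near the next gene, YHP1 (1361120 to 1362181, minus strand). PSP2 lies on the plus strand of chromosome XIII from 236588 to 238731. Its antisense transcript, from 236801 to 239149 on the minus strand (2349 bp), covers 90.1% of the gene. The transcript starts 418 bp past the end of PSP2, downstream of PPZ1 (239458 to 241536, minus strand), which lies on the same strand as the transcript. In the authors' deposited table the log2 fold changes of PSP2-AS were 3.04 in set2Δ, 1.47 in set2-Y149F and 1.56 in set2-Y236F, and that of PPN1-AS was 2.11 in set2Δ.

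**Figure D4:**
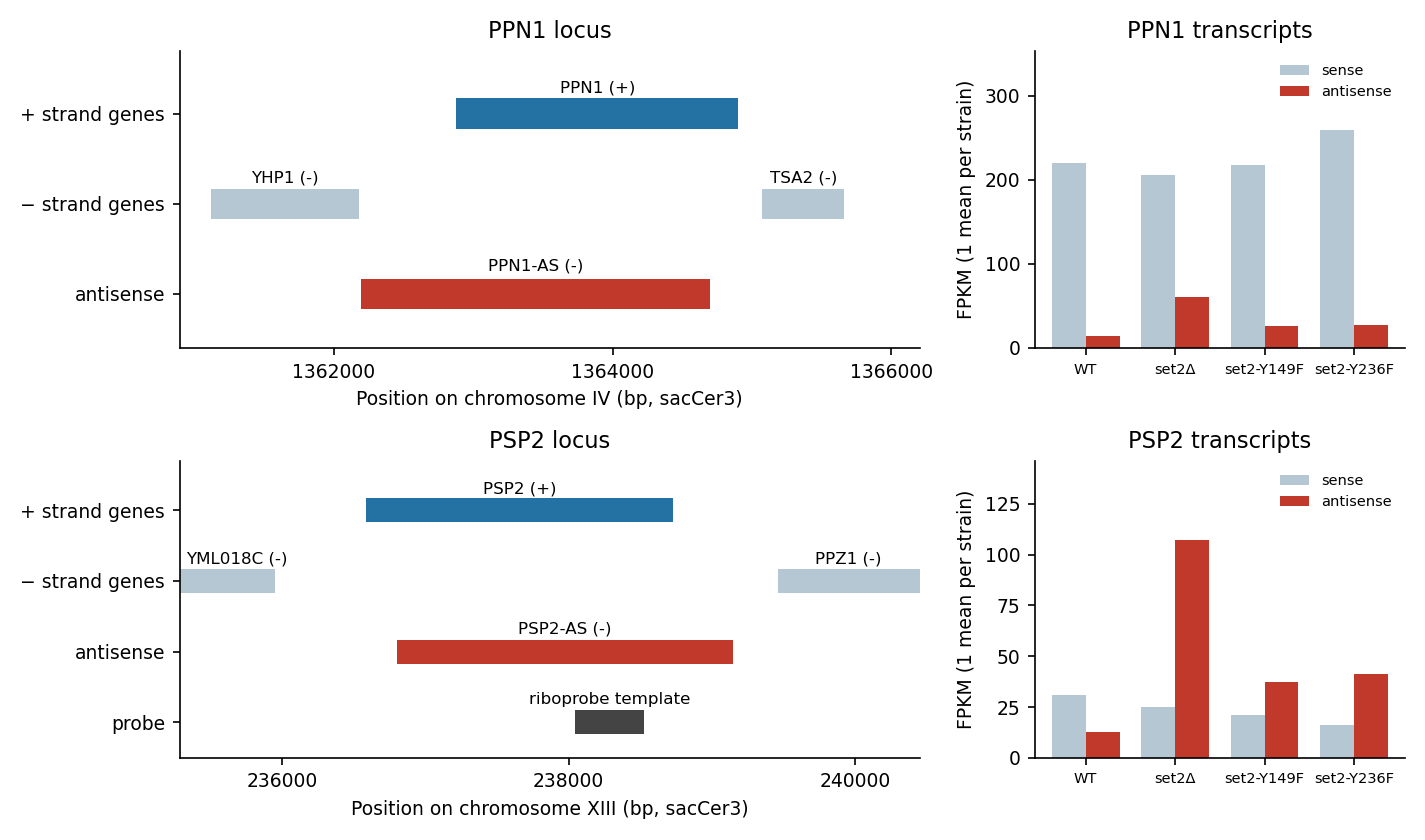
Left, maps of the PPN1 and PSP2 loci to scale in sacCer3, with annotated genes by strand, the listed antisense transcript and, for PSP2, the template of the riboprobe. Right, sense and antisense FPKM as 1 mean per strain (no error given); PSP2-AS is at 107 FPKM in set2Δ and PPN1-AS at 60.0.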

Genome browser profiles indicated that the antisense transcripts produced at the loci of *YDR452W* and *YML017W* showed robust enrichment in the *set2Δ* strain and moderate abundance in the *set2*‐Y149F and *set2*‐Y236F mutants, while very low antisense expression was observed in coding regions of the WT strain (Fig. 4B). We validated the strand‐specific RNA‐seq experiments by northern blotting, which showed a similar result, underlining the reproducible production of the SRATs in different mutants (Fig. 4C). 

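The antisense levels of set2-Y149F and set2-Y236F followed each other closely across the 777 transcripts, with a correlation of log2(FPKM + 1) of 0.969. Each point mutant was less close to set2Δ, at 0.854 for set2-Y149F and 0.822 for set2-Y236F, and to the WT, at 0.811 and 0.822. The lowest value, 0.719, was between set2Δ and the WT. FLO10 and RIM15 antisense transcripts were among the 10 largest differences from the WT on log2(FPKM + 1) in each of the 3 mutants, whereas those of MTR4 and SCW11 were among them for set2Δ alone. On untransformed FPKM the point mutants had a correlation of 0.981 and set2Δ and the WT one of 0.683. These are correlations of strain means, so the closeness of replicate libraries was not analysed here; transcripts are not independent replicates.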

Pearson’s correlation analysis of the antisense transcript expression in replicated samples indicated a stronger correlation of the two mutants than that of the *set2∆* or WT strain (Fig. S2). Moreover, each individual upregulated antisense transcript identified in the two mutant strains displayed a comparable expression level, which was much lower than the expression level of the *set2Δ* mutants (Fig. 4D). All of these data suggest that different H3K36 methylation states redundantly contribute to the repression of antisense transcripts.

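Over transcripts that the authors chose as higher in set2Δ, the point mutants had similar antisense levels, and both lay below set2Δ at most genes. That choice, made on the same libraries, favours high set2Δ values in the 777 transcripts and in the 476 shared ones. How far it places set2Δ above the point mutants was not measured here. The median FPKM ratio of set2-Y149F to set2-Y236F over the 777 transcripts was 0.991, with quartiles of 0.824 and 1.25, and the ratio reached 2 in either direction for 33 of them. Relative to set2Δ, the transcripts had a median level of 40.2% in set2-Y149F and 41.0% in set2-Y236F. Both point mutants were below set2Δ for 720 transcripts and between the WT and set2Δ for 675. Over the 476 transcripts in both point-mutant lists, the median was 0.444 FPKM in the WT, 4.58 in set2Δ, 2.16 in set2-Y149F and 2.20 in set2-Y236F, and 420 were below set2Δ in both point mutants. MTR4-AS was at 6.35 FPKM in set2-Y149F and 3.68 in set2-Y236F, the antisense transcript of the potassium channel gene TOK1 at 20.2 in set2Δ, 5.22 in set2-Y149F and 3.92 in set2-Y236F, and that of BNI4, a bud neck gene, at 20.5, 4.73 and 3.15. By contrast, FLO10-AS, GTT2-AS and SRY1-AS were at about the same level in all 3 mutants. At least 2-fold higher in set2Δ on the scale of log2(FPKM + 1) were 299 transcripts against set2-Y149F and 310 against set2-Y236F, and 0 differed 2-fold between the point mutants. These counts depend on scale: with each strain scaled to the same antisense median, which removes an overall difference between strains by construction, 20 were higher and 28 lower in set2Δ than in set2-Y149F, and 35 and 38 than in set2-Y236F. At a pseudocount of 0.1, 14 were 2-fold higher and 4 lower in set2-Y149F than in set2-Y236F.

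**Figure D5:**
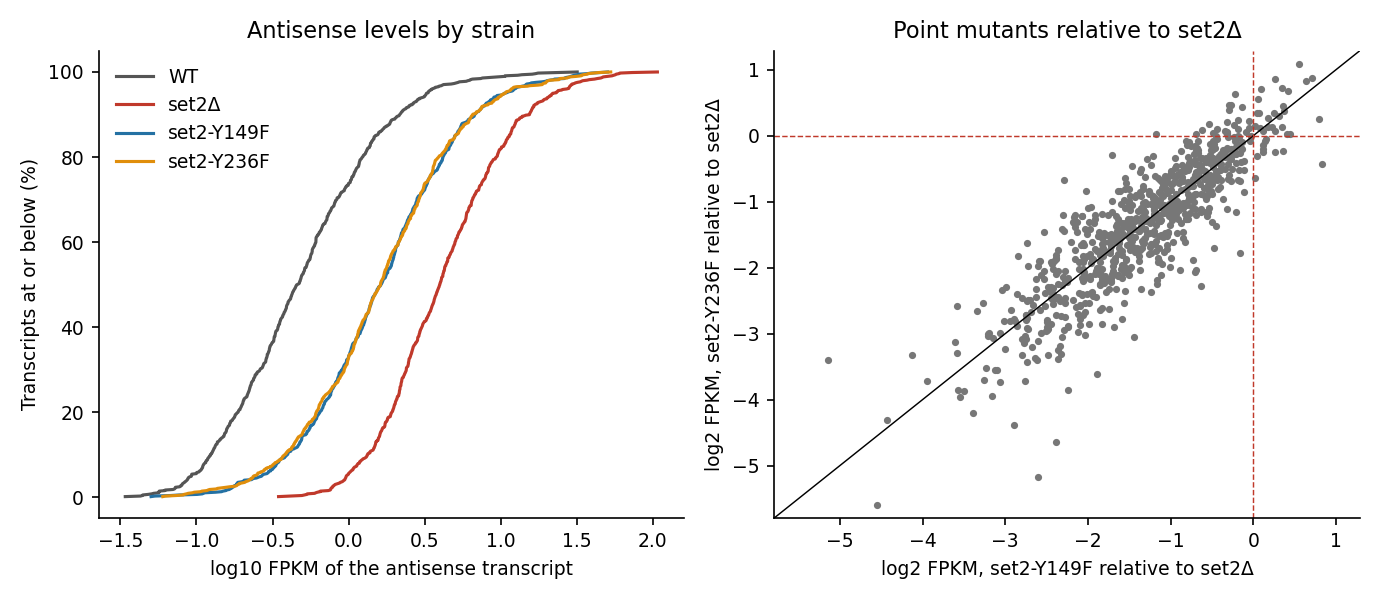
Left, cumulative percent of the 777 antisense transcripts at or below each level (log10 FPKM) in the 4 strains. Right, log2 FPKM of each transcript in set2-Y149F (x axis) and set2-Y236F (y axis) relative to set2Δ; the diagonal marks equal levels in the point mutants and the dashed lines the level of set2Δ, below which 720 transcripts lie in both.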

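Transcripts antisense to DOA4, THI72, RIM15 and PSP2 were higher than the WT both in set2-Y149F, in which the paper found loss of dimethylation with H3K36me3 kept, and in set2-Y236F, in which it found loss of H3K36me3. The log2(FPKM + 1) of set2-Y149F minus that of set2-Y236F had a mean of 0.01 and an SD across transcripts of 0.26, and the median difference of set2Δ was 0.83 from set2-Y149F and 0.82 from set2-Y236F. The choice of these transcripts as higher in set2Δ favours the latter differences and not the former. Both point mutants carry SET2 on a plasmid, and the methods name no strain with wild-type SET2 on it. An effect of the plasmid on these levels is thus not separated from that of the mutations. Restricting the 777 transcripts to those with a mean above the median level left 178 and 182 that were 2-fold higher in set2Δ than in set2-Y149F and set2-Y236F. The paper points to the shared transcripts and to browser profiles and northern blots of PPN1-AS and PSP2-AS. It adds the closer correlation of the point mutants and their comparable levels below set2Δ. From these it proposes that the methylation states act redundantly in repressing antisense transcripts.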

**Fig. 4:**
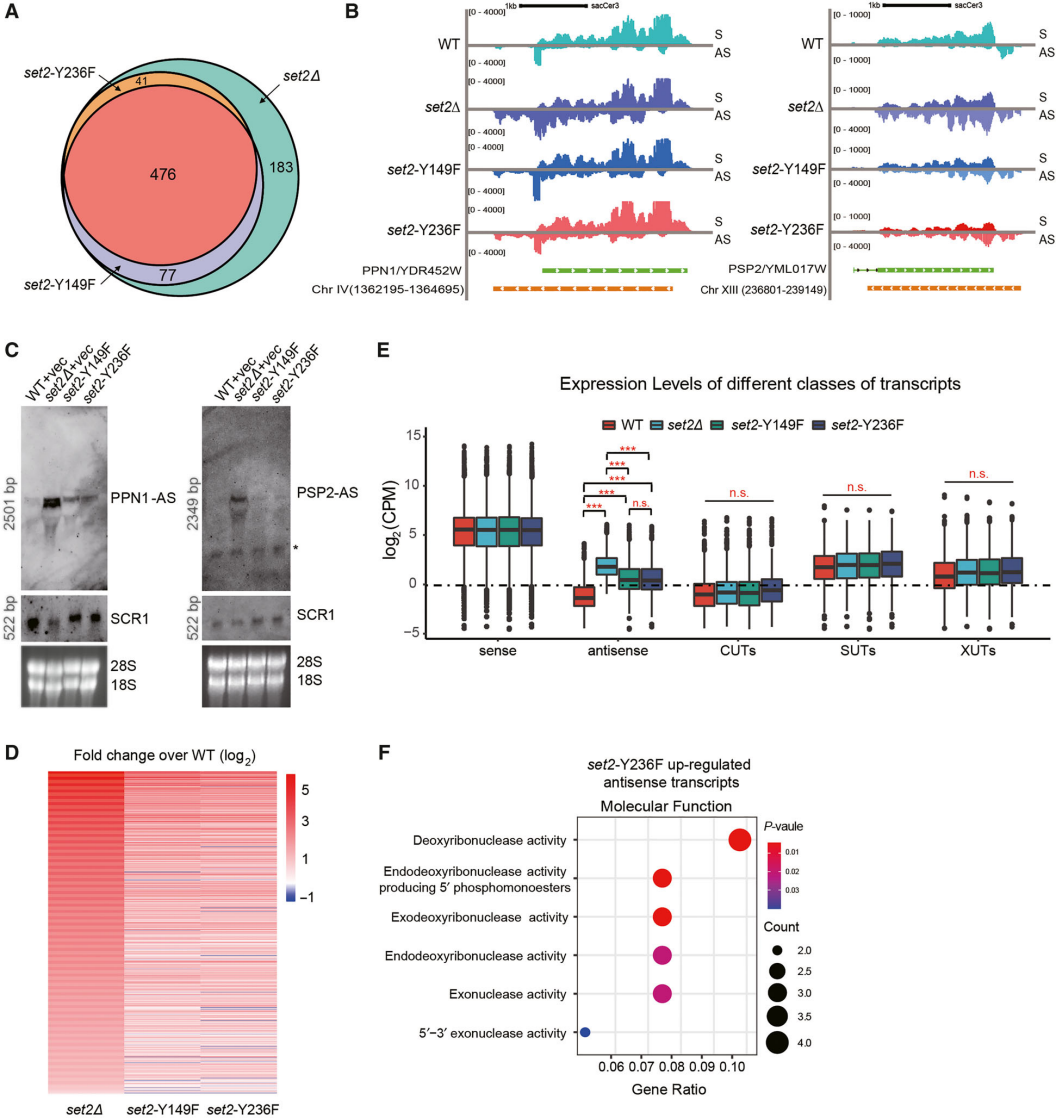
Shared roles of H3K36 methylation in the production of antisense transcripts. A, Venn diagram showing the overlap of statistically significant upregulated antisense transcripts produced upon *set2* deletion or the indicated Set2 mutants. B, Genome browser profile showing the distribution of transcripts produced in WT, *set2Δ*, *set2*‐Y149F and *set2*‐Y236F mutants over the *PPN1/YDR452W* and *PSP2/YML017W*. ChrIV (1362195‐1364695) and ChrXIII (236801‐239149) represent the antisense transcripts. The sense strand (S) on top runs from left to right, and the antisense strand (AS) on bottom runs from right to left. C, Strand‐specific northern blot probing for *PPN1*‐AS or *PSP2*‐AS using total RNA in the indicated strains. Probed *SCR1* and total RNA staining were used as loading controls. Asterisk represents nonspecific signals. The sizes of nucleotides were present. D, Heatmap showing the expression of antisense transcripts in different Set2 mutants over WT. E, Boxplot showing the abundance of the different classes of transcripts in the indicated strains. Expression levels of different classes of antisense transcripts were compared from 3 independent experiments (*n* = 3), and significance was calculated using the Wilcoxon test, ‘n.s.’, not significant; ***P < 0.001. F, GO analysis of specifically upregulated antisense transcripts ranking in the top 6 in *set2*‐Y236F mutants. An adjusted *P*‐value (< 0.05) was used for term ranking and selection.

Previous studies have identified different classes of cryptic transcripts, such as cryptic unstable transcripts (CUTs) [4], Xrn1‐sensitive unstable transcripts (XUTs) [6] and stable unannotated transcripts (SUTs) [6], by NET‐seq in *Saccharomyces cerevisiae*. We wanted to further investigate whether different H3K36 methylation states exert unique regulation of such cryptic transcripts. However, we found that deletion of *SET2* or H3K36 methyl‐deficient mutants did not affect the production of either sense transcripts or these cryptic transcripts (Fig. 4E). 

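The summed FPKM of the 777 antisense transcripts was 799 in the WT, 5363 in set2Δ, 2467 in set2-Y149F and 2504 in set2-Y236F. Their median was 0.464 FPKM in the WT (quartiles 0.222 and 1.05), 3.98 in set2Δ (2.16 and 7.89), 1.64 in set2-Y149F (0.774 and 3.38) and 1.62 in set2-Y236F (0.762 and 3.41). The median was thus 8.58 times the WT median in set2Δ, 3.54 times in set2-Y149F and 3.50 times in set2-Y236F. The authors chose these transcripts as higher in set2Δ, which favours its values. Antisense transcripts of the ubiquitin ligase gene HEL2 and of ECM25 were at 0.642 and 0.882 FPKM in the WT and at 27.2 and 31.8 in set2Δ. The median sense level of the annotated rows was 0.938 of the WT value in set2Δ, 0.944 in set2-Y149F and 0.936 in set2-Y236F.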

Once again, we observed that the loss of a specific methylation state caused upregulated expression of antisense transcripts, but deletion of *SET2* resulted in a higher level of antisense transcription, which reinforced the coordinated roles of H3K36me1/me2 and H3K36me3 in the repression of antisense transcripts (Fig. 4E).

To explore the potential regulatory roles of upregulated antisense transcripts upon loss of Set2 or H3K36 dimethylation or trimethylation, GO analysis was utilized. 

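Flocculation genes carried listed antisense transcripts in set2Δ more often than other genes of their length and expression, and for the septin and bud site genes, the vacuole and amino acid permeases the excess over such genes did not pass correction over the lists. Of 42 genes of septins, bud site and bud neck, 17 had a transcript in the set2Δ list, among them BUD3, BUD4, AXL1, RAX2, BNI4, BNI5 and the kinase genes HSL1, ELM1 and KCC4, where matched random lists held 10.1 on average (percentile 99.2). Of 62 genes of the vacuole and vacuolar transport, 18 had one, among them PPN1, PHO8, VTC3, VPS34, VAM6 and PEP3, against 11.4 in matched lists (percentile 98.6). Flocculation and adhesion genes had 9 of 13 (FIG2, FLO5, FLO8, FLO10, FLO11, AGA1, SAG1, SFL1 and MSS11) against 3.12 (percentile 99.99), and amino acid permeases 8 of 24 against 3.52 (percentile 99.1). One-sided Fisher's exact tests against all RefSeq genes, adjusted over 29 lists by Benjamini-Hochberg, gave p = 2.41e-05 for septins and bud site, 2.41e-05 for flocculation, 0.00145 for the vacuole and 0.0305 for amino acid permeases. These tests take no account of gene length. One-sided permutation p-values from the lists matched on length and expression, adjusted in the same way, were 0.00870 for flocculation, 0.136 for septins and bud site, 0.136 for amino acid permeases and 0.144 for the vacuole.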

The antisense transcripts upon loss of Set2 were mainly correlated with cell vacuoles, cell division and budding positions (Fig. S3). Interestingly, the top 10 sense genes in both cellular component enrichment and biological function processes were consistent (Fig. S3). However, the results demonstrated that H3K36me3 might mediate unique biological roles. We found that the 77 upregulated antisense transcripts uniquely identified in the *set2*‐Y149F strain were not enriched in any biological process or cellular component, whereas the 41 upregulated antisense transcripts uniquely identified in the *set2*‐Y236F strain predominantly participated in various kinase activities that are required for DNA replication and DNA damage repair (Fig. 4F). 

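The transcripts listed for set2-Y236F alone include those antisense to ORC2, a subunit of the origin recognition complex, POL31, a subunit of DNA polymerase delta, EXO1, an exonuclease of mismatch repair, and RAD57, a recombination gene. ORC2-AS was at 0.918 FPKM in set2-Y149F and 1.46 in set2-Y236F, POL31-AS at 0.997 and 1.87, EXO1-AS at 0.821 and 1.24 and RAD57-AS at 4.40 and 6.53. The transcripts listed for set2-Y149F alone include those antisense to DNA2 and PRI1 of DNA replication and RAD54 of recombination, with DNA2-AS at 1.00 FPKM in set2-Y149F and 0.602 in set2-Y236F, PRI1-AS at 0.921 and 0.669 and RAD54-AS at 1.31 and 0.425. Of the 53 genes in the replication list used here, 2 were thus in each set, where their share among the listed genes gives 1.33 for set2-Y149F and 0.702 for set2-Y236F. Replication genes outside that list were not counted, and the gene ontology terms of the paper were not rerun. Of the 77 transcripts of set2-Y149F alone, over 76 genes, 12 were at least 2-fold higher in FPKM than in set2-Y236F, and the median absolute log2 ratio was 0.44. Of the 41 of set2-Y236F alone, over 40 genes, 4 were at least 2-fold higher than in set2-Y149F, and the median was 0.64. The strain without the call also lay above the WT, with a median log2 FPKM ratio of 1.11 for set2-Y236F over the first set and 0.94 for set2-Y149F over the second; the 183 transcripts in neither list, selected against the same WT, also had medians of 0.62 in set2-Y149F and 0.59 in set2-Y236F. In set2Δ, 12 of 53 DNA replication genes, 9 of 36 deoxyribonuclease genes and 10 of 46 genes of the DNA damage checkpoint and repair had a listed transcript, against 10.6, 7.13 and 9.94 in lists matched on length and expression. The differences between the point mutants have no replicate test here.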

Altogether, these results implied that such antisense transcripts may directly or indirectly participate in these biological processes, and the real functions need to be verified in future studies.

## Discussion

In this study, we took advantage of a different bioinformatics method to explore a class of antisense transcripts suppressed by H3K36 in different methylation states. Using this method to filter antisense reads in the whole genome, we were able to identify more antisense transcripts in the Set2 null mutant than in a previous study [15]. Moreover, we showed that H3K36me1/2 mediated by the *set2*‐Y236F mutant or H3K36me3 mediated by the *set2*‐Y149F mutant is not unique for regulating the expression of antisense transcripts, which illustrates a coregulatory mechanism of different H3K36 methylation states under nutrient‐rich conditions. A recent study by DiFiore et al. also showed a shared role of different H3K36 methylation states on antisense transcription upon nutrient starvation [16]. Using a published data obtained from the same laboratory, in which there are 439 genes with bidirectional cryptic transcripts in *set2∆* cells upon nutrient deprivation, they re‐evaluated the location with cryptic initiation sites (CISs) in *set2* mutants bearing H3K36me1/2 or H3K36me3 alone[31]. Different from that they validated production of the CIS position in these mutants using a yeast reporter system [31], our genome‐wide analysis provided much larger numbers of antisense transcripts (3663 ATE genes) than those from their data (Fig. 2A). Moreover, we also focused on the final production of antisense transcripts and compared the different expression levels of antisense transcripts in different H3K36 methylation states directly by strand‐specific northern blot analysis (Fig. 4C). Therefore, we argue that our analysis provides an incremental contribution towards antisense transcription.

Meanwhile, we devoted more attention to the functions of the sense genes corresponding to these antisense transcripts under nutrient‐rich conditions. It has long been reported that Set2‐mediated H3K36 methylation is involved in numerous DNA damage repair processes, development and ageing. Interestingly, we found that the antisense transcripts regulated by H3K36 methylation were also enriched in the process of DNA replication, mitosis or cell budding (Tables 1 and 2). GO enrichment analysis showed that the corresponding sense genes with upregulated antisense transcripts in cells lacking H3K36me3 were mainly enriched with endodeoxyribonucleases or exonucleases. These enzymes are often involved in DNA replication or DNA damage repair pathways [32]. Given that upregulated antisense transcripts do not affect the expression of the corresponding sense transcripts (Fig. 2), it is intriguing that how these antisense transcripts exert biological functions? A line of evidence suggests that antisense transcripts might regulate the sense genes during the post‐transcriptional process [33]. For example, antisense expression controls translational efficiency by affecting the produced transcript isoform of the zinc‐finger E‐box‐binding homeobox 2 gene (*ZEB2*), which encodes a transcriptional repressor of E‐cadherin [34]. In addition, an antisense transcript regulates the translational efficiency of the ubiquitin carboxy‐terminal hydrolase L1 gene (*Uchl1*) [35]. In bacteria, the antisense transcript *SymR* can directly bind to the 5’ end of the *SymE* transcript, which inhibits *SymE* translation [36]. Alternatively, antisense transcription may affect sense gene expression during transcriptional and cotranscriptional processes under certain stress conditions [33]. For instance, accumulated antisense transcripts in old yeast cells were exhibited in a subset of genes and are detrimental to life span, which suggests that ageing‐related genes might be affected under a stress condition [37]. It would be interesting to examine the biological relevance of antisense transcription with corresponding sense expression using those *set2* mutants under various stimulus conditions. Although the information we obtained here is only the tip of the iceberg for the mechanism by which H3K36 methylation inhibits antisense transcripts, we believe that this evidence may provide a new tool for characterizing other unique biological functions of different H3K36 methylation states.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

HND and YCM conceived and designed the project. YCM, JF, YML and YL performed experiments. FH provided reagents. YCM, HND, FL and YC analysed and interpreted the data. YCM and HND wrote the paper.

## Supporting information

Fig. S1. Comparison of the SET domains between yeast Set2 protein and human SETD2 protein. A, Sequence alignment of the SET domains of yeast Set2 protein (a.a. 1–300) and human SETD2 protein (a.a. 1447–1701). The secondary structures were displayed using ESPript 3.0 software. α1, α2: α‐helices. η1–η3: 3_10_‐helices; β1–β8: β‐sheet; TT: β‐turns: TTT: α‐turns. B, Structural comparison of the SET domains between human SETD2 (green) and Set2 protein (red).
Fig. S2. Heatmap showing the correlation of antisense expression between WT and the indicated Set2 strains. The numbers show the Pearson correlation coefficient between each pair of samples.
Fig. S3. GO analysis of the enriched sense genes ranking in the tops of biological function processes shown in (A) or cellular component enrichment shown in (B) regulated by upregulated antisense transcripts upon deletion of *SET2*.

## Data Availability

Raw RNA‐seq data have been deposited in the GEO database with accession number GSE167338. Additional data will be available from the corresponding author upon reasonable request.

## References

[1] Wagner EG and Simons RW (1994) Antisense RNA control in bacteria, phages, and plasmids. Annu Rev Microbiol 48, 713–742.782602410.1146/annurev.mi.48.100194.003433

[2] Vanhée‐Brossollet C and Vaquero C (1998) Do natural antisense transcripts make sense in eukaryotes? Gene 211, 1–9.957333310.1016/s0378-1119(98)00093-6

[3] Ozsolak F , Kapranov P , Foissac S , Kim SW , Fishilevich E , Monaghan AP , John B and Milos PM (2010) Comprehensive polyadenylation site maps in yeast and human reveal pervasive alternative polyadenylation. Cell 143, 1018–1029.2114546510.1016/j.cell.2010.11.020PMC3022516

[4] Neil H , Malabat C , d'Aubenton‐Carafa Y , Xu Z , Steinmetz LM and Jacquier A (2009) Widespread bidirectional promoters are the major source of cryptic transcripts in yeast. Nature 457, 1038–1042.1916924410.1038/nature07747

[5] Xu Z , Wei W , Gagneur J , Perocchi F , Clauder‐Münster S , Camblong J , Guffanti E , Stutz F , Huber W and Steinmetz LM (2009) Bidirectional promoters generate pervasive transcription in yeast. Nature 457, 1033–1037.1916924310.1038/nature07728PMC2766638

[6] van Dijk EL , Cl C , d’Aubenton‐Carafa Y , Gourvennec S , Kwapisz M , Roche V , Bertrand C , Silvain M , Legoix‐Né P , Loeillet S *et al*. (2011) XUTs are a class of Xrn1‐sensitive antisense regulatory non‐coding RNA in yeast. Nature 475, 114–117.2169782710.1038/nature10118

[7] McDaniel SL and Strahl BD (2017) Shaping the cellular landscape with Set2/SETD2 methylation. Cell Mol Life Sci 74, 3317–3334.2838672410.1007/s00018-017-2517-xPMC5545052

[8] Venkatesh S , Smolle M , Li H , Gogol MM , Saint M , Kumar S , Natarajan K and Workman JL (2012) Set2 methylation of histone H3 lysine 36 suppresses histone exchange on transcribed genes. Nature 489, 452–455.2291409110.1038/nature11326

[9] DeGennaro CM , Alver BH , Marguerat S , Stepanova E , Davis CP , Bahler J , Park PJ and Winston F (2013) Spt6 regulates intragenic and antisense transcription, nucleosome positioning, and histone modifications genome‐wide in fission yeast. Mol Cell Biol 33, 4779–4792.2410001010.1128/MCB.01068-13PMC3889546

[10] Cheung V , Chua G , Batada NN , Landry CR , Michnick SW , Hughes TR and Winston F (2008) Chromatin‐ and transcription‐related factors repress transcription from within coding regions throughout the Saccharomyces cerevisiae genome. PLoS Biol 6, e277.1899877210.1371/journal.pbio.0060277PMC2581627

[11] Kaplan CD , Laprade L and Winston F (2003) Transcription elongation factors repress transcription initiation from cryptic sites. Science 301, 1096–1099.1293400810.1126/science.1087374

[12] Smolle M , Venkatesh S , Gogol MM , Li H , Zhang Y , Florens L , Washburn MP and Workman JL (2012) Chromatin remodelers Isw1 and Chd1 maintain chromatin structure during transcription by preventing histone exchange. Nat Struct Mol Biol 19, 884–892.2292274310.1038/nsmb.2312PMC3560298

[13] Lee CH , Wu J and Li B (2013) Chromatin remodelers fine‐tune H3K36me‐directed deacetylation of neighbor nucleosomes by Rpd3S. Mol Cell 52, 255–263.2405534410.1016/j.molcel.2013.08.024PMC3825818

[14] Carrozza MJ , Li B , Florens L , Suganuma T , Swanson SK , Lee KK , Shia W‐J , Anderson S , Yates J , Washburn MP *et al*. (2005) Histone H3 methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress spurious intragenic transcription. Cell 123, 581–592.1628600710.1016/j.cell.2005.10.023

[15] Venkatesh S , Li H , Gogol MM and Workman JL (2016) Selective suppression of antisense transcription by Set2‐mediated H3K36 methylation. Nat Commun 7, 13610.2789245510.1038/ncomms13610PMC5133703

[16] DiFiore JV , Ptacek TS , Wang Y , Li B , Simon JM and Strahl BD (2020) Unique and Shared Roles for Histone H3K36 Methylation States in Transcription Regulation Functions. Cell Rep 31, 107751.3252127610.1016/j.celrep.2020.107751PMC7334899

[17] Du HN , Fingerman IM and Briggs SD (2008) Histone H3 K36 methylation is mediated by a trans‐histone methylation pathway involving an interaction between Set2 and histone H4. Genes Dev 22, 2786–2798.1892307710.1101/gad.1700008PMC2569878

[18] Zhang Y (2008) I‐TASSER server for protein 3D structure prediction. BMC Bioinformatics 9, 40.1821531610.1186/1471-2105-9-40PMC2245901

[19] Yang S , Zheng X , Lu C , Li GM , Allis CD and Li H (2016) Molecular basis for oncohistone H3 recognition by SETD2 methyltransferase. Genes Dev 30, 1611–1616.2747443910.1101/gad.284323.116PMC4973290

[20] Hao R , He J , Liu X , Gao G , Liu D , Cui L , Yu G , Yu W , Chen Y and Guo D (2015) Inhibition of hepatitis B virus gene expression and replication by hepatocyte nuclear factor 6. J Virol 89, 4345–4355.2565342910.1128/JVI.03094-14PMC4442367

[21] Xiao B , Jing C , Wilson JR , Walker PA , Vasisht N , Kelly G , Howell S , Taylor IA , Blackburn GM and Gamblin SJ (2003) Structure and catalytic mechanism of the human histone methyltransferase SET7/9. Nature 421, 652–656.1254085510.1038/nature01378

[22] Collins RE , Tachibana M , Tamaru H , Smith KM , Jia D , Zhang X , Selker EU , Shinkai Y and Cheng X (2005) In vitro and in vivo analyses of a Phe/Tyr switch controlling product specificity of histone lysine methyltransferases. J Biol Chem 280, 5563–5570.1559064610.1074/jbc.M410483200PMC2696276

[23] Cheng X , Collins RE and Zhang X (2005) Structural and sequence motifs of protein (histone) methylation enzymes. Annu Rev Biophys Biomol Struct 34, 267–294.1586939110.1146/annurev.biophys.34.040204.144452PMC2733851

[24] Herz HM , Garruss A and Shilatifard A (2013) SET for life: biochemical activities and biological functions of SET domain‐containing proteins. Trends Biochem Sci 38, 621–639.2414875010.1016/j.tibs.2013.09.004PMC3941473

[25] Xu Z , Wei W , Gagneur J , Clauder‐Munster S , Smolik M , Huber W and Steinmetz LM (2011) Antisense expression increases gene expression variability and locus interdependency. Mol Syst Biol 7, 468.2132623510.1038/msb.2011.1PMC3063692

[26] Zhang M , Bennett D and Erdman SE (2002) Maintenance of mating cell integrity requires the adhesin Fig2p. Eukaryot Cell 1, 811–822.1245569810.1128/EC.1.5.811-822.2002PMC126742

[27] He LY , Zhao XQ , Ge XM and Bai FW (2012) Identification and functional study of a new FLO10‐derivative gene from the industrial flocculating yeast SPSC01. J Ind Microbiol Biotechnol 39, 1135–1140.2246644710.1007/s10295-012-1121-1

[28] Fujita A , Kikuchi Y , Kuhara S , Misumi Y , Matsumoto S and Kobayashi H (1989) Domains of the SFL1 protein of yeasts are homologous to Myc oncoproteins or yeast heat‐shock transcription factor. Gene 85, 321–328.269764010.1016/0378-1119(89)90424-1

[29] Mendenhall MD and Hodge AE (1998) Regulation of Cdc28 cyclin‐dependent protein kinase activity during the cell cycle of the yeast Saccharomyces cerevisiae. Microbiol Mol Biol Rev 62, 1191–1243.984167010.1128/mmbr.62.4.1191-1243.1998PMC98944

[30] Kasahara T , Maeda M , Ishiguro M and Kasahara M (2007) Identification by comprehensive chimeric analysis of a key residue responsible for high affinity glucose transport by yeast HXT2. J Biol Chem 282, 13146–13150.1736925910.1074/jbc.C700041200

[31] McDaniel SL , Hepperla AJ , Huang J , Dronamraju R , Adams AT , Kulkarni VG , Davis IJ and Strahl BD (2017) H3K36 Methylation Regulates Nutrient Stress Response in Saccharomyces cerevisiae by Enforcing Transcriptional Fidelity. Cell Rep 19, 2371–2382.2861472110.1016/j.celrep.2017.05.057PMC5528882

[32] Trachuk LA , Bushueva AM , Shevelev AB , Novgorodova SA , Akparov V and Chestukhina GG (2002) Characterization of S1' subsite specificity of Thermoactinomyces vulgaris carboxypeptidase T by site‐directed mutagenesis. Vopr Med Khim 48, 577–585.12698557

[33] Pelechano V and Steinmetz LM (2013) Gene regulation by antisense transcription. Nat Rev Genet 14, 880–893.2421731510.1038/nrg3594

[34] Beltran M , Puig I , Pena C , Garcia JM , Alvarez AB , Pena R , Bonilla F and de Herreros AG (2008) A natural antisense transcript regulates Zeb2/Sip1 gene expression during Snail1‐induced epithelial‐mesenchymal transition. Genes Dev 22, 756–769.1834709510.1101/gad.455708PMC2275429

[35] Carrieri C , Cimatti L , Biagioli M , Beugnet A , Zucchelli S , Fedele S , Pesce E , Ferrer I , Collavin L , Santoro C *et al*. (2012) Long non‐coding antisense RNA controls Uchl1 translation through an embedded SINEB2 repeat. Nature 491, 454–457.2306422910.1038/nature11508

[36] Kawano M , Aravind L and Storz G (2007) An antisense RNA controls synthesis of an SOS‐induced toxin evolved from an antitoxin. Mol Microbiol 64, 738–754.1746202010.1111/j.1365-2958.2007.05688.xPMC1891008

[37] Sen P , Dang W , Donahue G , Dai J , Dorsey J , Cao X , Liu W , Cao K , Perry R , Lee JY *et al*. (2015) H3K36 methylation promotes longevity by enhancing transcriptional fidelity. Genes Dev 29, 1362–1376.2615999610.1101/gad.263707.115PMC4511212

# Supplementary material for: Set2‐mediated H3K36 methylation states redundantly repress the production of antisense transcripts: role in transcription regulation
**Source:** FEBS Open Bio. 2021 Jun 28;11(8):2225–35. doi: 10.1002/2211-5463.13226

Supplemental Figure legends

Fig. S1. Comparison of the SET domains between yeast Set2 protein and human SETD2 protein. **A** Sequence alignment of the SET domains of yeast Set2 protein (a.a. 1-300) and human SETD2 protein (a.a. 1447-1701). The secondary structures were displayed using ESPript 3.0 software. $\alpha 1$, $\alpha 2$: α -helices. $\eta 1$ - $\eta 3$: 3_{10} -helices; $\beta 1$ - $\beta 8$: β -sheet; TT: β -turns; TTT: α -turns. **B** Structural comparison of the SET domains between human SETD2 (green) and Set2 protein (red).

Fig. S2. Heatmap showing the correlation of antisense expression between WT and the indicated Set2 strains. The numbers show the Pearson correlation coefficient between each pair of samples.

Fig. S3. GO analysis of the enriched sense genes ranking in the tops of biological function processes shown in **A** or cellular component enrichment shown in **B** regulated by up-regulated antisense transcripts upon deletion of *SET2*.

Figure S1

A

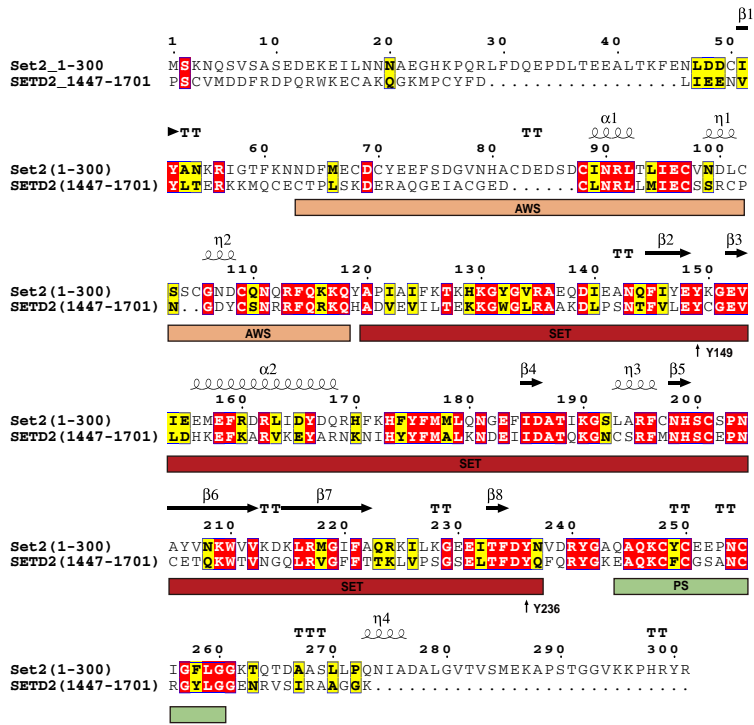

B

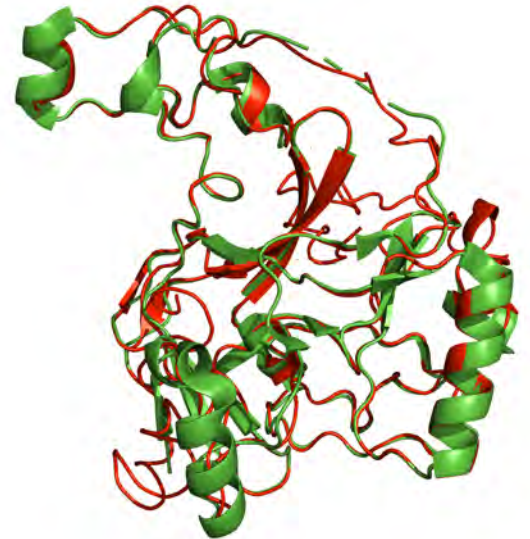

Green: human SET domain (1447-1701 a.a.)
 Red: yeast SET domain (1-300 a.a.)

Figure S2

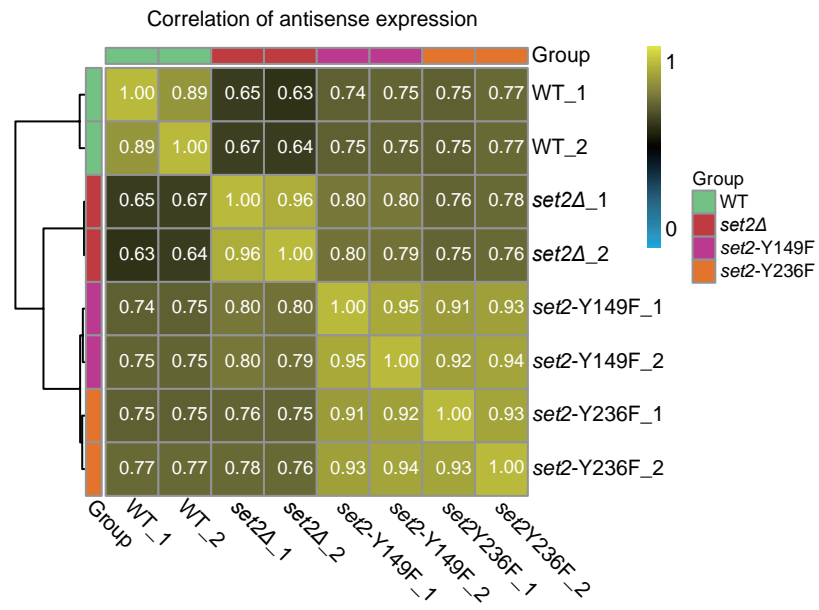

Figure S3

A

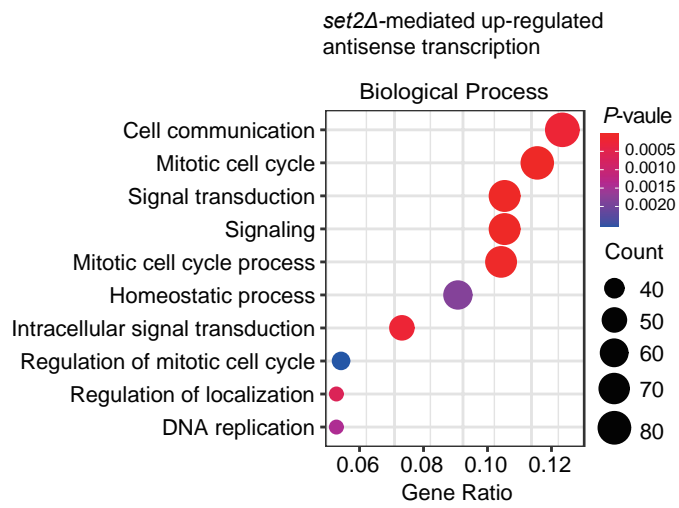

B

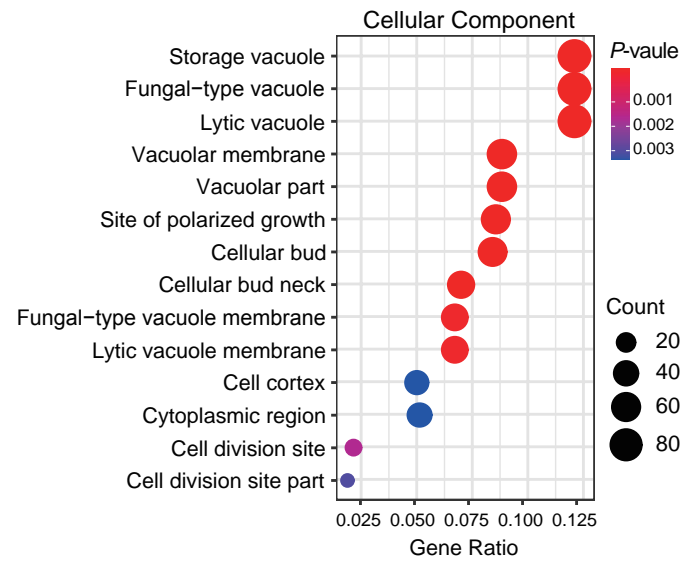

**Supplement:** Supplementary file 1 — Fig. S1. Comparison of the SET domains between yeast Set2 protein and human SETD2 protein. A, Sequence alignment of the SET domains of yeast Set2 protein (a.a. 1–300) and human SETD2 protein (a.a. 1447–1701). The secondary structures were displayed using ESPript 3.0 software. α1, α2: α‐helices. η1–η3: 310‐helices; β1–β8: β‐sheet; TT: β‐turns: TTT: α‐turns. B, Structural comparison of the SET domains between human SETD2 (green) and Set2 protein (red). Fig. S2. Heatmap showing the correlation of antisense expression between WT and the indicated Set2 strains. The numbers show the Pearson correlation coefficient between each pair of samples. Fig. S3. GO analysis of the enriched sense genes ranking in the tops of biological function processes shown in (A) or cellular component enrichment shown in (B) regulated by upregulated antisense transcripts upon deletion of SET2.

How the deposited data were processed for this re-analysis (not part of the article)

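Strand-specific RNA-seq of polyadenylated RNA was analysed for 4 strains of Saccharomyces cerevisiae: the WT, set2Δ, set2-Y149F and set2-Y236F, with 3 libraries per strain and 12 in all. Cells were diluted to an OD600 of 0.2, grown at 30 °C and collected at an OD600 of 0.8; the paper's methods give YPD or SD medium without assigning strains to them, and its results call the medium of the WT and mutants nutrient-rich. The strains were assigned from the names of the columns and sheets, and no column of values per library was used.

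The authors made 5 sheets. The deposited FPKM sheet holds 7409 rows, of which 6632 are annotated genes and 777 are antisense transcripts, as 1 mean FPKM per strain; the paper's methods name Cuffdiff for the expression levels of antisense transcripts, and the program behind the FPKM of annotated genes is not given in the sources used here. The submitters' processing notes name Trimmomatic 0.38, TopHat2 2.1.1, SAMtools 1.10, bedtools 2.29.2, Cufflinks 2.2.1, Cuffdiff, HTSeq 0.13.5 and the sacCer3 build, and the paper describes the assembly of antisense transcripts from antisense reads. The authors also deposited 3 comparison lists, which give the log2 fold change against the WT, the log2 CPM and the unadjusted p-value of each antisense transcript that they called higher; the paper's methods name Cuffdiff for the antisense transcripts and edgeR 3.30.3 for differential expression, the columns of these lists carry the names that edgeR writes, and the edgeR test is not given in the sources used here. The remaining sheet, titled for set2Δ, was deposited with a mean scaled count, a log2 fold change with its standard error, a score (the fold change divided by that error), a p-value and an adjusted p-value for genes and antisense transcripts; its values were not used at any conclusion, apart from the standard errors in the simulation of a shared WT described here, because they followed another strain than its title names.

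Without a value per library, no limma, edgeR or DESeq2 comparison could be fitted, and the tests planned for this design were not run. Neither an SD nor a depth per library can be given for the FPKM values; the paper gives the total amount of sequence and the read length but not the depth of each library, and the differences between strain means have no replicate test of their own, apart from the p-values and standard errors that the authors deposited. A difference was described as higher or lower at 2-fold on the scale of log2(FPKM + 1). The pseudocount of 1 is the 10th percentile of the non-zero FPKM values, 1.11, to 1 significant digit. The lowest antisense value was 0.0340 FPKM, so that a ratio of 2 between values well under 1 FPKM is not counted on this scale. All annotated rows had a value above 0 in at least 1 strain and were kept.

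In the antisense part of the FPKM sheet, all 777 names stood in the order of the set2Δ list, while the values followed the alphabetical order of the names. The log2 FPKM ratios to the WT had correlations of -0.0318, -0.0138 and 0.0343 with the deposited log2 fold changes of set2Δ, set2-Y149F and set2-Y236F when the names were taken as printed, and of 0.999, 0.999 and 0.998 in alphabetical order. The mean FPKM multiplied by the transcript width, a check that uses no fold change, had a correlation with the deposited log2 CPM of -0.00184 as printed and 0.904 in alphabetical order. The values in alphabetical order were used throughout.

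Of the 6632 annotated rows, 5904 matched a gene of the RefSeq annotation and 728 did not. Coding lengths, strands and positions came from that annotation. The sense gene of an antisense transcript is the one that the authors' lists pair with it. For correlations of sense with antisense differences, the FPKM of the antisense transcripts of a gene were summed.

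Genes were named by a rule made with the rest of the plan: every gene that the paper names, the 10 largest differences from the WT past the threshold in each direction for sense and antisense, and up to 4 members of each gene list past the threshold; members named beyond these were chosen after their values were seen. The values of the genes in Tables 1 and 2 had been seen in the paper. As there were no libraries to compare, the part of the rule that asks for every mutant library to lie beyond every WT library could not be applied. There were 29 gene lists. As the planned camera and fry tests need libraries, a list was described by the median of its log2 differences and by the percentile of that median among 10000 random lists of the same size, matched on the mean expression in 20 bins, a comparison chosen after the data were seen. Overlaps of the lists with the antisense genes were compared with 10000 random lists matched in 10 bins of expression and 10 of coding length, and with one-sided Fisher's exact tests adjusted by Benjamini-Hochberg over the 29 lists; the permutation p-values from the matched lists were adjusted in the same way, a step added after the data were seen. The background of these comparisons was first the protein-coding genes and was widened to all 5904 matched rows after FLO8, annotated as a pseudogene, was seen to drop out.

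Because both point mutants were compared with the same WT libraries, unchanged mutants against a shared WT were simulated 1000 times, with a spread for each transcript from the deposited standard errors and with calls at a 2-fold difference and a p of 0.05; the selection of the 777 transcripts against the same WT was not simulated. The procedures were tested on simulated strain means of set2Δ and the WT over the 6632 rows: 100 of 100 planted changes in each direction were recovered, 8% of unchanged lists had a percentile under 5 or over 95, and a list shifted by 0.5 was placed at percentile 100. The planted changes had no noise, were larger than 2-fold and lay on raised levels, so their recovery was fixed in advance. Noise was drawn for each gene on its own, so lists of genes that vary together were not covered. For the 777 antisense rows, a simulated shuffle of the names gave a correlation of 0.00267, and putting them in alphabetical order returned it to 1, as the simulation was built to do.

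The alternatives were other pseudocounts, filters on low values, other scalings between strains, the authors' own calls, a larger overlap of transcript and gene, other measures of correlation, only the rows that RefSeq lists and the row names as printed. Downregulated antisense transcripts and the comparison with other classes of noncoding transcripts were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.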

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

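Of the tests in this part, only the one on ORF rows beside an antisense gene was chosen before its own result was seen, and it followed an earlier look at those rows; the others were chosen after the result was seen.

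SET2 RNA, which the paper does not report on, was at 8.71 times the WT level in set2-Y149F and 9.32 times in set2-Y236F, each as 1 strain mean.

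The general stress response genes, a group the paper does not discuss, had a median log2 difference from the WT of 0.83 in set2-Y149F, at percentile 100 of random lists of the same expression level.

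Among the annotated rows, 162 were at least 2-fold higher in both point mutants, where independent sets of these sizes would share 8.22; 86 of the 162 were not 2-fold higher in set2Δ and 76 were. In the other direction, 80 were 2-fold lower in both point mutants, with 2.56 for independent sets, and 28 of these were also lower in set2Δ. Both comparisons use the same WT libraries, which could not be split, so part of these overlaps was not separated from the shared WT. Both point mutants also carry SET2 on a plasmid, and the methods name no strain with wild-type SET2 on it. An effect of the plasmid is therefore not separated either.

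The deposited table that is titled for set2Δ and covers genes as well as antisense transcripts gives SET2 a log2 fold change of 3.22 with a standard error of 0.112, although the gene is deleted in that strain, which argues against values of set2Δ. Over the antisense transcripts, its fold changes had a correlation of 0.855 with the authors' set2-Y149F list, under the 0.95 set for a match, and of 0.570 with their set2Δ list. Its correlation with their set2-Y236F list was 0.99966. Over annotated rows above 5 FPKM, its fold changes were also set against the log2 FPKM ratios to the WT. Their correlation was 0.999987 for set2-Y236F, 0.849 for set2-Y149F and 0.622 for set2Δ. The values of the table thus follow set2-Y236F against the WT under another title, and they argue against the other mutants. The title and the values cannot both be right, and which comparison the paper's figures used was not tested. No biological explanation was tested.

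Of 566 rows named as ORFs that RefSeq leaves out, 56 were at least 2-fold higher in set2Δ, led by YIL066W-A and YBL065W on log2(FPKM + 1), where RefSeq genes of the same expression level gave 31.1 on average and 55 at most in 10000 random lists, which argues against noise at low FPKM alone. In set2-Y149F the number was 26 (30.5 in random lists) and in set2-Y236F 29 (31.4). The 73 rows whose names place them next to a gene with a listed antisense transcript on the other strand had a median log2 difference of 0.31 in set2Δ against 0.09 for the other 493, a difference of 0.22 that lay at percentile 99.4 of random reassignments; 16 of the 73 (21.9%) and 40 of the others (8.11%) were 2-fold higher. A candidate explanation is that some of these rows read transcripts antisense to known genes, such as YBL065W beside SEF1 (3.30), YPR092W beside NVJ2 (2.57) and YCL023C beside KCC4 (2.28). Most of the 56 have no such neighbour and stay open, and the test was chosen after the median of set2Δ minus the mean of the point mutants over these rows, 0.07 (percentile 100), had been seen.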

How the results depend on the processing

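Leaving out the pseudocount, keeping only rows that RefSeq lists, scaling to the annotated rows, taking transcripts 2-fold higher on FPKM in place of the authors' lists and taking the row names as printed were alternatives chosen only after the data were seen; the others, the gene lists and the naming rule were chosen before the data were examined. Of 749 alternative values over 220 results, 607 stayed close, 137 moved and 5 reversed; as the FPKM sheet holds no replicates, a value was taken to stay close within 1.5 times, or within 0.58 on the log2 scale, and to reverse where a difference of at least 2-fold turned sign. Scaling the annotated rows to the same median left 152 of 152 values close, scaling the antisense rows by the annotated rows 30 of 30, and Spearman's rho and untransformed FPKM 6 of 6 each. Dropping the filter on low values changed nothing, as the filter removed no row, and tests nothing. No paired analysis was possible because the columns carry no replicate number. Not run for want of values per library were calls at an unadjusted p or an adjusted p without a fold threshold, fits of only the compared strains, the replicate block, leaving out each replicate, DESeq2, the edgeR exact test, other size factors, camera with an estimated correlation and fry, and other splits of the samples. The paper gives the total amount of sequence but not the depth of each library, so what the depth limits was not assessed. Except where a setting's construction is named, the cause was not tested.

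A pseudocount of 10 hides differences at low FPKM by construction. It left 91 (set2Δ), 12 (set2-Y149F) and 16 (set2-Y236F) antisense transcripts 2-fold higher than the WT, over 91 genes for set2Δ, and 23 and 29 higher in set2Δ than in set2-Y149F and set2-Y236F. Overlaps were 11 between the point mutants and 12 and 15 with set2Δ, with 1 and 5 in a single point mutant. Median antisense log2 differences were 0.40 for set2Δ and 0.14 for set2-Y236F against the WT, and 0.23 and 0.23 for set2Δ against the point mutants. Sense rows higher and lower than the WT numbered 55 and 26, 101 and 65, and 86 and 59; between the point mutants 5 and 6; for set2Δ against set2-Y149F 11 and 44, and against set2-Y236F 18 and 33. Of the genes with listed antisense transcripts, 0 were higher and 3 lower; sense and antisense correlations were 0.0457, 0.0551 and 0.0279, and SET2 in set2Δ was at -1.94.

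A pseudocount of 0.1 counts more differences at low FPKM. Antisense transcripts higher than the WT were 543 in set2-Y149F and 547 in set2-Y236F (1 lower), 14 and 4 differed between the point mutants, and set2Δ was higher at 469 against set2-Y149F and at 474 (1 lower) against set2-Y236F. Medians against the WT were 2.61, 1.42 and 1.41, and overlaps 494, 540 and 543. Sense counts were 349 and 182, 380 and 209, and 381 and 199; 83 and 75 between the point mutants; 174 and 196, and 177 and 223, for set2Δ against them. SET2 in set2Δ was at -6.65. With no pseudocount the antisense counts were 602 (1 lower), 605 (2 lower), 22 and 11 between the point mutants, and 490 and 489 (1 lower) for set2Δ against them; medians were 2.97, 1.66 and 1.68 and overlaps 557, 602 and 604.

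Scaling the strains to the same antisense median removes the strain difference by construction. Higher and lower counts were 63 and 60 (set2Δ), 39 and 41 (set2-Y149F) and 35 and 38 (set2-Y236F) against the WT, and 20 and 28, and 35 and 38, for set2Δ against set2-Y149F and set2-Y236F. Medians were -0.061, -0.064 and -0.055 against the WT, so that all 3 turned sign, although only that of set2Δ had been at 2-fold and counts as reversed, and 0.018 and -0.0022 for set2Δ against the point mutants. Overlaps were 28, 23 and 20, with 11 and 7 in a single point mutant, and 62 genes for set2Δ. PPN1-AS reversed to -0.95 in set2Δ, and PSP2-AS to -0.049, -0.29 and -0.14 in set2Δ, set2-Y149F and set2-Y236F. Quantile normalization, which acts likewise, gave 70 and 27, 37 and 21, and 35 and 26 against the WT, and 23 and 16, and 39 and 23, for set2Δ against the point mutants.

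Keeping only transcripts with a mean above the median left 375 higher in set2Δ than in the WT and 178 and 182 higher than in the point mutants, as fewer transcripts were counted, and gave sense and antisense correlations of 0.173 (set2Δ) and 0.0239 (set2-Y236F). With the authors' own calls the overlaps were 476, 553 and 517, with 77 in set2-Y149F alone. An overlap of at least 50% of the gene left 3 sense genes higher and 3 lower. With the row names as printed, the sense and antisense correlations were -0.0288, 0.0095 and 0.00066. Only rows that RefSeq lists gave 121 sense rows higher in set2Δ, 11 and 9 between the point mutants, and 29 and 32 higher in set2Δ than in them. Taking transcripts 2-fold higher on FPKM left 3 iron regulon genes with an antisense transcript.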

Differences from the paper's values

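Of the alternatives in this part, leaving out the pseudocount was chosen only after the values were seen. The paper's thresholds are a 2-fold change and a p under 0.05, and here only the 2-fold difference of strain means, on log2(FPKM + 1), could be applied. As neither the paper nor the FPKM sheet gives an error for these values, log2 values were taken to differ beyond 0.58 and counts beyond 1.5 times.

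The paper gives 553 upregulated antisense transcripts in set2-Y149F and 517 in set2-Y236F, and 262 and 262 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 543 and 547, within 1.5 times of the paper's; a pseudocount of 10, the filters on low values, scaling to the antisense median and quantile normalization did not come within it. Without a pseudocount, chosen after seeing the values, the numbers were 602 and 605, and 0 and 0 of the transcripts that the authors listed for set2-Y149F and set2-Y236F fell under 2-fold. The paper's overlap of 476 compares with 217 here; a pseudocount of 0.1 (494) and the authors' own calls (476) fall within 1.5 times, and a pseudocount of 10 and scaling to the antisense median do not. The paper's 77 transcripts of set2-Y149F alone compare with 45 here; the authors' own calls (77) match, and pseudocounts of 0.1 (49) and 10 and scaling to the antisense median do not come within 1.5 times.

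For sense genes in set2Δ the paper gives 290 upregulated and 150 downregulated, and 191 and 79 were found here. A pseudocount of 0.1 gave 349 and 182, both within 1.5 times; scaling to the same median gave 228, which is within it, and 62, which is not; a pseudocount of 10 and no filter on low values are outside it for both. The paper's 8 upregulated sense genes with upregulated antisense transcripts compare with 5 here. A pseudocount of 0.1 (6) and scaling to the same median (7) fall within 1.5 times. A pseudocount of 10 and overlaps of at least 50% of the transcript or of the gene do not. Elsewhere the paper gives 6 upregulated and 8 downregulated such genes, and the 5 and 6 found here lie within 1.5 times of those.

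The paper's log2 fold change of YLR124W in set2Δ is -3.34, and the value here is -1.50. A pseudocount of 0.1 gave -2.97, within the tolerance; a pseudocount of 10 (-0.29) and scaling to the same median (-1.44) did not reach it.

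At Fig. 3C the text of the paper counts 8 upregulated and 6 downregulated sense genes among those with upregulated antisense transcripts. Its Tables 1 and 2, and the text that introduces them, give 6 and 8. Of the 14 genes in these tables, 11 passed 2-fold in the direction stated; SFL1 (0.94), AVT2 (-0.93) and CLB6 (-0.70) did not. With a pseudocount of 0.1, SFL1 (1.04) and AVT2 (-1.01) passed and CLB6 (-0.99) did not; with the strains scaled to the same median, SFL1 (1.02) passed, HXT2 (-0.97) and INP2 (-0.94) no longer did, and AVT2 (-0.84) and CLB6 (-0.63) still did not.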

Other observations

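The comparison of gene lists with random lists, the simulation of a shared WT and the tests on transcripts listed for 1 point mutant were chosen after the data were seen; the lists themselves were not. Medians are log2 differences from the WT in set2Δ, set2-Y149F and set2-Y236F, in this order, and no difference was tested on replicates.

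Of 20 genes of phosphate starvation (medians -0.14, 0.04 and 0.11), 0 were 2-fold higher in set2Δ, 4 in set2-Y149F and 5 in set2-Y236F: the phosphate transporter gene PHO84 was at 1.22 in set2-Y149F and 2.05 in set2-Y236F, and SPL2 at 1.46 and 2.05, whereas PHO89 was at -1.24 in set2Δ and 1.33 in set2-Y236F, and GIT1 at -1.03 in set2Δ. Of 23 iron regulon genes (0.06, -0.05 and 0.01, with set2-Y149F at 0.03 after scaling the strains to the same median), FRE5 (2.53), FIT3 (2.12) and FRE2 (1.67) were higher in set2Δ; in set2-Y149F and set2-Y236F, FRE5 (1.49 and 1.75) and FIT3 (1.33 and 1.16) were higher and FTR1 (-1.32 and -1.29) and ISU2 (-1.54 and -1.15) lower, and HMX1 was higher in set2-Y149F (1.28). Of 31 mating genes (0.01, 0.06 and -0.15), PRM2 (1.92), PRM3 and FIG2 were higher in set2Δ, and STE3 (-1.52) and PRM5 (-1.04) lower; in the point mutants PRM2 was higher (1.33 and 1.16) and FAR1 lower (-1.36 and -1.12), and PRM3 (1.36) and FUS2 (1.39) were higher in set2-Y149F. The a-specific genes were at -0.03 (0.06 after that scaling), -0.09 and -0.46, with 0 of 6 at 2-fold in any mutant. The alpha-specific genes were at 0.19, 0.04 and 0.09, and MF(ALPHA)2 was higher in all 3 mutants (1.39, 1.02 and 1.47). Of 29 meiosis genes (0.07, 0.30 and 0.29), IME4 (1.77) and RED1 (1.52) were higher and REC8 (3.95 FPKM in the WT and 1.47 in set2Δ) lower in set2Δ, and HOP1 was higher in set2-Y149F (1.36) and set2-Y236F (1.45).

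The cyclin gene PCL1 was lower in every mutant (-1.57, -2.35 and -2.01), within a list of 26 cyclin and cell cycle genes at -0.23, -0.19 and -0.38. RNR1, a large subunit of ribonucleotide reductase, was at -1.81 in set2-Y149F and -1.38 in set2-Y236F, within a replication list at -0.16, -0.16 and -0.11. Sulfur amino acid genes were at -0.44, -0.37 and -0.28, with MET6 at -1.49, -1.05 and -1.35 and MUP3 the other way in set2-Y149F (1.09) and set2-Y236F (1.58). Cytosolic ribosomal protein genes were at -0.21, -0.38 and -0.03 (0.07 in set2-Y236F after scaling the strains to the same median), and mitochondrial ones at -0.11, -0.15 and -0.10. In the 41 genes of the TCA cycle and respiration (0.11, 0.12 and -0.12), CIT2 was at 2.28 in set2-Y149F and 2.54 in set2-Y236F, and ACO1 at -1.06 and -1.37. In hexose transport (0.18, 0.25 and -0.02, the last 0.05 after that scaling), HXT5 was at 1.60 and 1.59 in the point mutants, and HXT2 was lower in set2Δ (-1.06). Ribosome biogenesis genes had 5 of 67 with a listed antisense transcript, where lists matched on length and expression held 12.2 (percentile 0.570).

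RNA decay genes were at -0.17, -0.32 and -0.25, with AIR1 at -1.16 in set2-Y149F; amino acid permeases at -0.11, -0.15 and -0.20, with PTR2 at 1.31 in set2Δ and GAP1 at -1.04 and -1.14 in the point mutants; glycolysis and fermentation at -0.13, -0.13 and 0.0043; deoxyribonucleases at 0.03, 0.04 and 0.05. Septin and bud site genes were at -0.04, -0.24 and -0.34, with GIC1 at -1.27 and -1.23 in the point mutants. The sign turned after scaling the strains to the same median for septins in set2Δ (0.05), for the Set2, Rpd3S and H3K36 chromatin genes (-0.08, -0.04 and -0.20) in set2Δ (0.01) and set2-Y149F (0.05), and in all 3 mutants for the vacuole (-0.0042, -0.02 and -0.09 to 0.09, 0.06 and 0.0053) and for DNA damage checkpoint and repair (-0.07, -0.03 and -0.04 to 0.02, 0.05 and 0.05). The auxotrophic markers measured, LEU2 and HIS3, had medians of 0.13, -0.88 and -0.66. FLO8, STE11 and PCA1, a list of cryptic initiation reporters, were at 1.00, 0.39 and 0.29; PCA1 is in the paper's Table 1.

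Histone genes were at -0.41 in set2-Y149F (percentile 1.48) and -0.47 in set2-Y236F (percentile 0.090).

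Of the transcripts listed for only 1 point mutant, 118 in all, 16 had FPKM at least 2-fold apart between the point mutants, and the median absolute log2 ratio was 0.52, under the 1 that a 2-fold difference would need, which argues against such a difference for the set as a whole. In the mutant without the call, the median log2 FPKM ratio to the WT was 1.05, and 71 of the transcripts were at least 2-fold above the WT. All of these transcripts were selected as higher in set2Δ against the same WT, and the 183 in neither list also had medians of 0.62 in set2-Y149F and 0.59 in set2-Y236F, so the 1.05 does not decide whether the transcripts were higher in both point mutants and passed the authors' thresholds in only 1. The 16 transcripts that were 2-fold apart stay open, among them those antisense to VMR1 (0.911 FPKM in set2-Y149F and 0.191 in set2-Y236F) and TRM2 (0.530 and 1.42), examples chosen after their values were seen.

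In unchanged mutants simulated against a shared WT, the log2 FPKM ratios had a mean correlation of 0.499. A value near 0.5 arises wherever the WT and the mutants have equal noise, and whether that holds at the lower WT levels was not examined. The observed correlation between the point mutants was 0.879. The simulation leaves out the selection of the transcripts against this WT. How that selection changes the simulated correlation was not examined. The observed covariance was 0.726 between set2Δ and set2-Y149F and 0.629 between set2Δ and set2-Y236F. The WT libraries could not be split, so the part of these values that comes from the shared WT was not measured.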
